# Splicing factor proline- and glutamine-rich (SFPQ) protein regulates platinum response in ovarian cancer-modulating SRSF2 activity

**DOI:** 10.1038/s41388-020-1292-6

**Published:** 2020-04-24

**Authors:** Ilenia Pellarin, Alessandra Dall’Acqua, Alice Gambelli, Ilenia Pellizzari, Sara D’Andrea, Maura Sonego, Ilaria Lorenzon, Monica Schiappacassi, Barbara Belletti, Gustavo Baldassarre

**Keywords:** Ovarian cancer, Apoptosis, RNA splicing

## Abstract

In epithelial ovarian cancer (EOC), response to platinum (PT)-based chemotherapy dictates subsequent treatments and predicts patients’ prognosis. Alternative splicing is often deregulated in human cancers and can be altered by chemotherapy. Whether and how changes in alternative splicing regulation could impact on the response of EOC to PT-based chemotherapy is still not clarified. We identified the splicing factor proline and glutamine rich (SFPQ) as a critical mediator of response to PT in an unbiased functional genomic screening in EOC cells and, using a large cohort of primary and recurrent EOC samples, we observed that it is frequently overexpressed in recurrent PT-treated samples and that its overexpression correlates with PT resistance. At mechanistic level, we show that, under PT treatment, SFPQ, in complex with p54^nrb^, binds and regulates the activity of the splicing factor SRSF2. SFPQ/p54^nrb^ complex decreases SRSF2 binding to *caspase-9* RNA, favoring the expression of its alternative spliced antiapoptotic form. As a consequence, SFPQ/p54^nrb^ protects cells from PT-induced death, eventually contributing to chemoresistance. Overall, our work unveils a previously unreported SFPQ/p54^nrb^/SRSF2 pathway that in EOC cells plays a central role in regulating alternative splicing and PT-induced apoptosis and that could result in the design of new possible ways of intervention to overcome PT resistance.

## Introduction

Epithelial ovarian cancer (EOC) is a relatively rare but highly lethal disease, representing the fifth leading cause of cancer death in women in the western world. The high death-to-incidence rate is mainly due to the late diagnosis, the peculiar way of metastatic dissemination and the appearance of chemoresistance [1, 2]. Gold standard therapy for EOC patients is cytoreductive surgery followed by platinum (PT) plus taxane-based chemotherapy. In particular, PT compounds (i.e., carboplatin and cisplatin) represent the backbone of first-line chemotherapy in EOC and also occupy an integral role in the management of relapsed ovarian cancer. The appearance of PT resistance dictates the choice of subsequent treatments and is predictive of poor prognosis [1, 2]. In EOC patients, de novo PT resistance is quite infrequent while acquired PT resistance is very common and has been linked to different mechanisms, including alteration in drug influx/efflux, increased DNA repair or tolerance to DNA lesions, defective activation, and/or execution of cell senescence/cell death [3, 4].

To identify new molecular alterations that could modify the sensitivity of EOC to PT, we performed a loss-of-function genomic approach for genes belonging to DNA repair, apoptosis, and TP53 pathways and identified SFPQ (splicing factor proline and glutamine rich) as a gene functionally involved in the response to PT.

SFPQ, also known as PSF (PTB-associated splicing factor), is a multifunctional nuclear protein first identified as a splicing factor, that participates to several cellular activities, including RNA transport, apoptosis, and DNA repair. Together with p54^nrb^ and PSPC1, it belongs to the well-conserved multifunctional DBHS (Drosophila behavior/human splicing) protein family that forms obligated homo- and heterodimers [5]. DBHS proteins are found in the nucleoplasm and, under various conditions, within sub-nuclear bodies termed paraspeckles, localized close to chromatin, or DNA damage foci [6]. SFPQ has both DNA- and RNA-binding domains and shares with its preferential binding partner p54^nrb^ most, but not all of its activities. Accordingly, SFPQ but not p54^nrb^ or PSPC1 seems to be essential for cell viability [7]. The precise mechanism by which SFPQ is required for cell growth and survival is not completely clarified, although some evidences indicate its involvement in the control of apoptosis [8–10]. A remarkable number of transcripts encoding for proteins involved in the apoptotic pathway are subjected to alternative splicing, eventually leading to the expression of proteins with opposite functions, either pro- or antiapoptotic [11, 12]. Changes in alternative splicing patterns were observed in association with acquired chemoresistance or under the selective pressure of PT treatment. For instance, it has been shown in breast cancer cells that cisplatin treatment induces the alternative splicing of more than 600 transcripts [13, 14]. Among those, several transcripts involved in apoptosis regulation, such as caspase-8, BCL2L1, Diablo, P73, Fas, were identified [14], suggesting that alternative transcripts could participate to the response of cancer cells to PT. In particular, it has been reported that basal and cisplatin-induced *caspase-8* and *-9* activation is regulated by the splicing factor SRSF2 (also known as SC35) [11, 15]. Accordingly, SRSF2 knock-down increased EOC cell survival under cisplatin exposure [16].

Here, we report that SFPQ is critically involved in EOC cell sensitivity to PT treatment and we identify a previously unknown activity of the SFPQ/p54^nrb^ complex that, via SRSF2 modulation, regulates caspase-9 alternative splicing and, eventually, leads to reduced PT-induced apoptosis.

## Results

### SFPQ modulates platinum (PT) response in epithelial ovarian cancer (EOC) cells

To identify new putative mediators of PT response in EOC cells, we performed an shRNA-based loss-of-function screening to target 680 genes, belonging to apoptosis, TP53 and DNA repair pathways, which play key functions in EOC tumor progression and response to PT-based chemotherapy [17]. One TP53 mutated (MDAH-2774, hereafter MDAH) and one TP53-null (SKOV3) cell line were used, allowing us to identify genes involved in PT response both in the absence of p53 and in the presence of TP53 gain of function mutations, which represent the most common scenarios in EOC. Cells were transduced with the shRNA library and treated with sub-optimal doses of carboplatin (CBDCA) to obtain a ~20% reduction in cell viability (Fig. 1a). By this approach, we identified 50 candidate genes able to increase CBDCA activity when silenced, in at least one cell line. Validation screening by using five-specific shRNA/gene on four different EOC cell lines (i.e., MDAH, SKOV3, TOV112D, and OV-90), demonstrated that silencing of five genes, namely *ATR*, *BCL2L1* (also known as *Bcl-XL*), *SGK2*, *USP1*, and *SFPQ*, were able to significantly increase CBDCA response, in at least 3/4 tested cell lines. Since *ATR* and *Bcl-XL* involvement in PT response has been already well characterized, we decided to study the role of *USP1* [17], *SGK2* (manuscript in preparation) and *SFPQ*. Here, we report the data on the role of SFPQ in PT response. First, we validated the screening results using two-specific shRNAs against SFPQ. SFPQ knock-down significantly decreased the IC50, in MDAH and SKOV3 cells, to both CBDCA and Cisplatin (CDDP) (hereafter referred to as PT) (Fig. 1b, c). The similar results were obtained using two other independent EOC cell lines, OVCAR-3 and KURAMOCHI (Supplementary Fig. 1a, b), overall confirming that SFPQ played a role in the response to PT and that this role was independent from *BRCA1/2* status and the type of *TP53* alteration (Supplementary Fig. 1c).

**Fig. 1:**
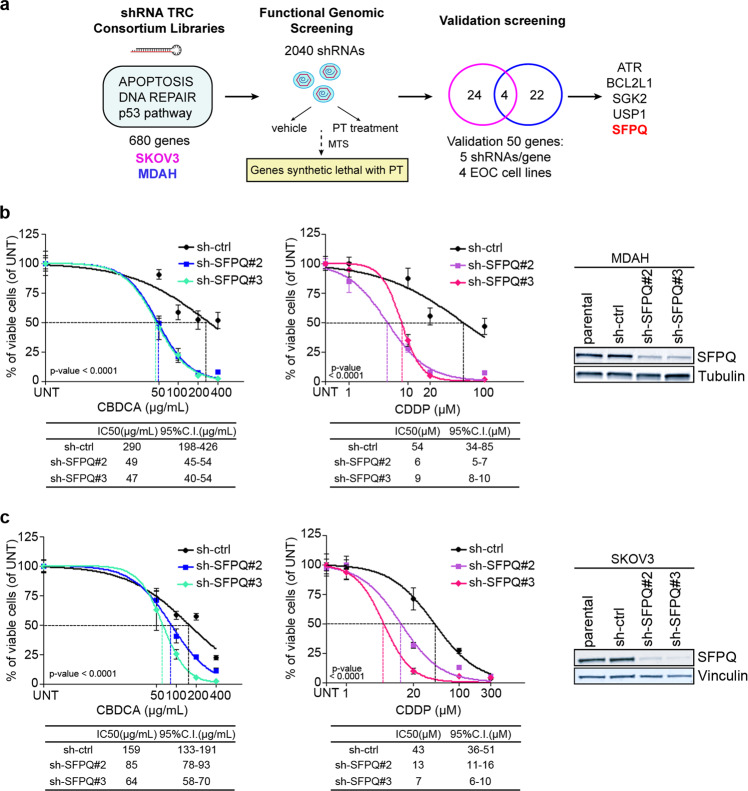
SFPQ modulates PT sensitivity in epithelial ovarian cancer cells. **a** Experimental design of the loss-of-function screening. Briefly MDAH and SKOV3 cells were transduced with 2040 shRNAs targeting 680 genes in 96-well plates in duplicate and treated or not with CBDCA for 16 h. Cell viability was evaluated by MTS assay, 24 h after the end of the treatment. Statistical analyses (*Z*-score and adjusted *p* value for multiple testing) identified 50 potential targets (22 in MDAH, 24 in SKOV3, and 4 in both cell lines). The 50 genes were then validated in a subsequent screening using five shRNAs/gene in four different cell lines. Validated genes were considered genes for which at least three shRNAs increased the sensitivity to CBDCA in at least three cell lines. Using these parameters we identified SFPQ (and other four genes). Nonlinear regression analyses of cell viability in MDAH (**b**) and SKOV3 cells (**c**). Cells were transduced with control shRNA (sh-ctrl) or two different SFPQ shRNAs (sh-SFPQ#2 and #3) and treated with increasing doses of CBDCA and CDDP for 16 h. The table shows the IC50 and the confidence interval (CI) of each condition. Data are expressed as percentage of viable cells compared with untreated cells and represent the mean (±SD) of three biological replicates. Fisher’s exact test was used to calculate the global *p* value reported in the graph. On the right western blot (WB) analysis reporting SFPQ expression in corresponding silenced cells. Tubulin and Vinculin were used as loading control.

### SFPQ expression increases after exposure to PT

SFPQ was generally more expressed in EOC cell lines compared with normal epithelial ovarian cells (i.e., HuNoEC). It was also widely expressed in a panel of primary EOC available in our Institute (Fig. 2a–c and Supplementary Table 1) [18, 19]. SFPQ expression (both at mRNA and protein levels) was significantly higher in EOC samples from patients that had previously received a PT treatment (samples collected after neo-adjuvant chemotherapy or recurrent EOC) (Fig. 2b, c) and in samples from PT-resistant (PT-Res) versus PT-sensitive EOC (Fig. 2d and Supplementary Table 2). Finally, the expression of SFPQ and of its preferential binding partner p54^nrb^ was higher in MDAH isogenic PT-Res cells, recently generated in our lab [20], compared with their parental counterpart (Fig. 2e). Next, using these cells in time course analysis of PT response [19–21], we evaluated the expression of SFPQ protein during the phases of PT-induced DNA damage and repair. The results showed that higher SFPQ expression in PT-Res cells correlated with decreased and delayed apoptosis and DNA damage response, as evidenced by PARP-1 and caspase-3 cleavage and γ-H2AX expression, respectively (Fig. 2e). Overall, these data suggest a possible role for SFPQ in the regulation of PT response.

**Fig. 2:**
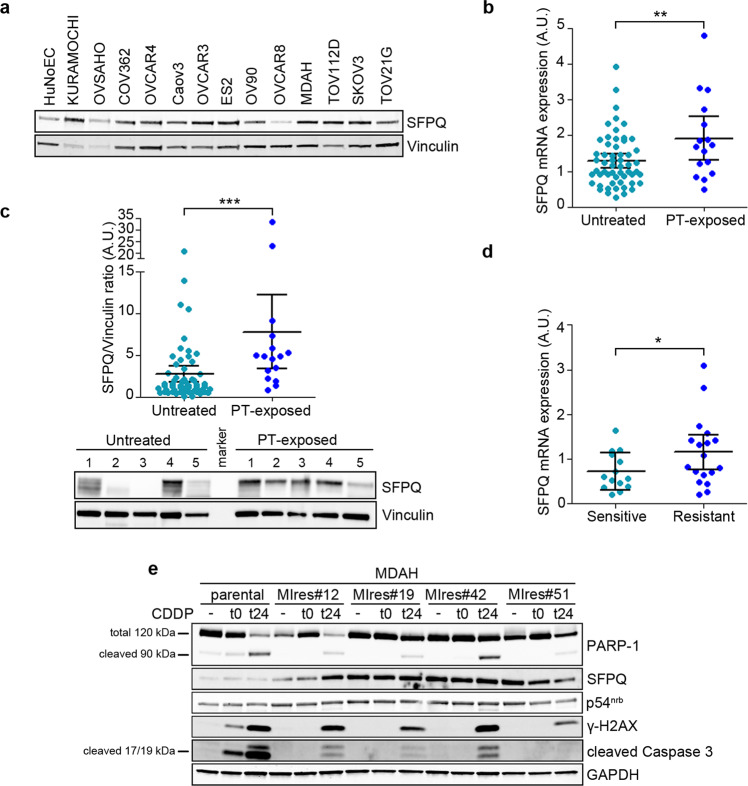
SFPQ is overexpressed in PT-resistant epithelial ovarian cancer. **a** WB analysis of SFPQ expression in normal human epithelial ovarian cells (HuNoEC) and in the indicated EOC cell lines. qRT-PCR (**b**) and WB analyses (**c**) reporting the normalized SFPQ expression in samples derived from untreated and PT-exposed (after neo-adjuvant chemotherapy or recurrent) EOC patients. A representative WB analysis of SFPQ expression is shown in (**c**, bottom panel). **d** qRT-PCR analysis reporting the normalized SFPQ mRNA expression in samples from PT-sensitive and PT-resistant EOC patients. **e** WB evaluating the expression of SFPQ and p54^nrb^ and of DNA damage (γ-H2AX) and apoptotic markers (PARP-1 and cleaved caspase-3) in parental and isogenic PT-resistant (MIres) MDAH cells treated or not with CDDP for 16 h (t0) and then released for 24 h (t24). In the figure statistical significance was determined by a two-tailed, unpaired Student’s *t* test. (*p < 0.05; **p < 0.01; ***p < 0.001). Vinculin or GAPDH expression was used as loading control.

### SFPQ knock-down increases basal and PT-induced apoptosis

Long-term SFPQ knock-down (i.e., more than 1 week after antibiotic selection) induced massive cell death (Fig. 3a). As already reported by others [7], it was not feasible to generate stable SFPQ-silenced clones. This massive cell death was accompanied by increased ratio of cleaved/total PARP-1 and decreased expression of p54^nrb^, total caspase-8, and Bcl-XL (Fig. 3b), suggesting that the mechanism of apoptosis was involved. However, in transiently transduced MDAH and SKOV3 cells SFPQ knock-down decreased cell growth starting 3–4 days after transduction (Fig. 3c), leaving an opportunity for mechanistic investigation. Using this approach and FACS analysis we observed that SFPQ knock-down slightly but consistently increased the sub-G1 population both in basal condition and after PT treatment, accompanied by increased cell accumulation in S-phase, 24 h after PT removal (Fig. 3d and Supplementary Fig. 2a). At molecular level, the combination of SFPQ knock-down and PT treatment, in two different cell lines (i.e., MDAH and OVCAR-3), anticipated the activation of caspase-dependent cell death, compared with control cells. This was evidenced by the precocious expression of cleaved PARP-1, cleaved caspase-8, -9, and -3 (Fig. 3e and Supplementary Fig. 2b–d). Overall, these data supported the possibility that SFPQ directly participates to the regulation of basal and PT-induced apoptosis.

**Fig. 3:**
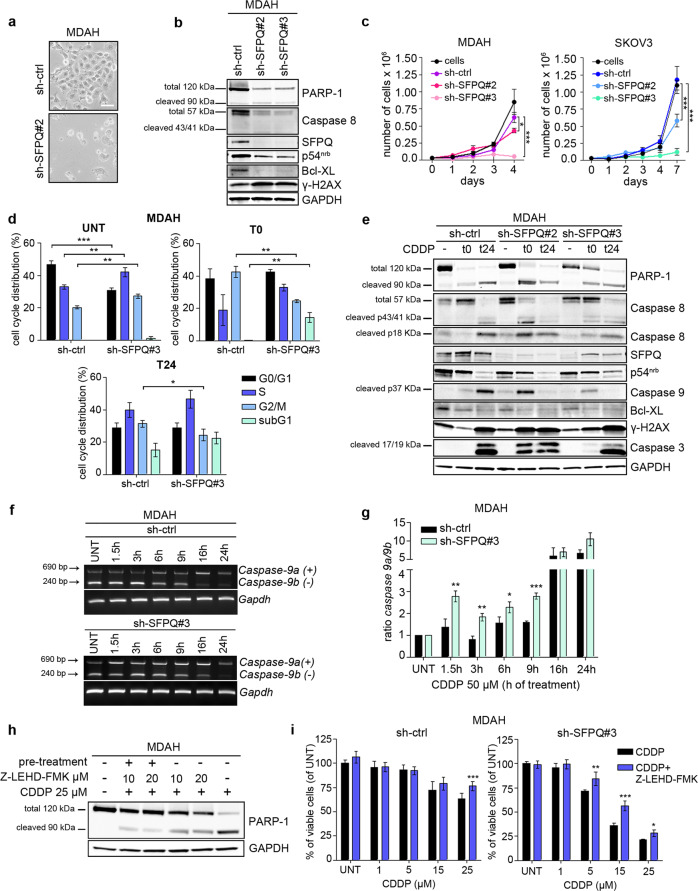
SFPQ knock-down increases basal and CDDP-induced cell death. **a** Typical phase contrast images (10× objective) of MDAH cells stable transduced with sh-ctrl or sh-SFPQ#2, after few days in culture. **b** WB analysis evaluating the expression of SFPQ and of DNA damage (γ-H2AX) and apoptotic markers (PARP-1, caspase-8, Bcl-XL) in cells silenced for SFPQ as in (**a**). **c** Growth curve of MDAH and SKOV3 cells transiently transduced with sh-ctrl and sh-SFPQ#2 and #3 as indicated. Cells growth was monitored by Trypan Blue Exclusion test. Data are the mean (±SD) of three biological replicates. **d** Cell cycle distribution of MDAH cells transiently transduced with the indicated shRNAs (sh-ctrl and sh-SFPQ#3) and analyzed by FACS 72 h after transduction in untreated and CDDP-treated conditions (CDDP 50 µM, T0 = 16 h treatment; T24 = 16 h treatment + 24 h release). The percentages of cells in each phase of the cell cycle are indicated. Data are the mean (±SD) of three biological replicates. **e** WB analysis evaluating the expression of PARP-1, caspase-8, -9, -3, γ-H2AX and Bcl-XL in MDAH cells transduced with sh-ctrl and sh-SFPQ#2 and #3 and treated as in (**d**). **f** Representative RT-PCR analyses of pro (+) and anti (−) apoptotic isoforms of *caspase-9* in MDAH cells transduced as indicated and treated with CDDP 50 µM for the indicated times. **g** Graphs reporting the quantification of the ratio between pro-/antiapoptotic isoforms of *caspase-9*, normalized on *Gapdh* expression and folded on untreated (UNT) condition. Data are the mean (±SD) of three independent experiments. **h** WB analysis evaluating PARP-1 cleavage in MDAH cells treated with CDDP 25 µM for 16 h, alone or in combination with Z-LEHD-FMK (caspase-9 inhibitor). **i** Dose-response curves evaluating cell viability of MDAH cells transiently transduced with sh-ctrl or SFPQ#3 shRNAs and treated with increasing doses of CDDP alone or in combination with 20 µM Z-LEHD-FMK. Data are expressed as percentage of viable cells compared with untreated cells and represent the mean (±SD) of three biological replicates. In the figure GAPDH was used as loading control and statistical significance was determined by a two-tailed, unpaired Student’s *t* test. (*p < 0.05; **p < 0.01; ***p < 0.001).

### SFPQ regulates the alternative splicing of *caspase-9* mRNA in PT-treated cells

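Total RNA of MDAH and SKOV3 cells, both epithelial ovarian cancer lines, was labelled with the Cy3 dye and hybridized to 8 single-colour Agilent whole-genome arrays, 1 sample per array. For each line, 2 arrays held cells not silenced for SFPQ, called controls here, and 2 held silenced cells, 1 with sh-SFPQ#2 and 1 with sh-SFPQ#3. The supplementary methods list a parental and an sh-ctrl sample for each line, whereas the sample labels name both controls as carrying the control shRNA and the notes to the supplementary tables speak of control-transduced cells, so only the absence of silencing was used. The paper gives 150 ng of RNA per labelling and the sample labels give 100 ng. All arrays lay on 1 slide and came from 1 scan, so that no slide or scan batch separated the groups. Each line took a row of the slide, with its controls before its silenced samples, so that position on the slide and group cannot be told apart. Each array held 62976 spots, of which 58717 were not control spots, and these measured 50599 probes. The authors deposited the signal intensity of each spot after background subtraction by the scanner's Feature Extraction software, without normalization between arrays. The 75th percentile of this signal was 496 and 483 in the MDAH controls, 405 in MDAH sh-SFPQ#2 cells and 244 in MDAH sh-SFPQ#3 cells. In SKOV3 cells it was 438 and 387 in the controls, 463 with sh-SFPQ#2 and 466 with sh-SFPQ#3. Between 47.7% and 57.0% of the probes were well above background on an array, and no probe was saturated. From there, spots marked as outliers were left out, spots of a probe were averaged, and each array's log2 signal was set relative to its 75th percentile. The reference table named 28174 probes (55.7%), belonging to 20503 genes. A gene entered the tests with its brightest probe, if a group had both arrays well above background there, which left 15565 genes. limma was fitted to the 4 groups together, so that all groups shared 1 estimate of the spread with 4 residual degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method. The 2 arrays of a silenced group carried different shRNAs, so their spread includes any difference between the shRNAs, and the number of arrays limits the precision. Where a probe was not well above background on either array of a group, the change is given only as at least N-fold. This bound sets the mean log2 value of the brighter group against the dimmer group's mean of, per array, the lowest signal among probes well above background or the probe's own signal, whichever is higher.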

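The silenced gene was examined first on these arrays. SFPQ, listed by the accession NM_005066, had a log2 signal relative to the 75th percentile of 3.77 ± 0.19 (SD, n = 2 arrays) in MDAH controls and 2.27 ± 0.25 (SD, n = 2) in silenced MDAH cells. This was a log2 fold change of -1.50 (standard error 0.23, adjusted p = 0.0323 from limma). In SKOV3 cells the signal was 4.75 ± 0.13 (SD, n = 2) in controls and 2.74 ± 0.37 (SD, n = 2) after silencing, a log2 fold change of -2.01 (standard error 0.23, adjusted p = 0.0296 from limma). The fall in SKOV3 cells was not distinguishable from that in MDAH cells (MDAH minus SKOV3 0.51, standard error 0.33, adjusted p = 0.488 from limma). Under the other scalings the MDAH value lay between -1.62, with the authors' deposited values and with quantile normalization, and -1.39, with each array centred on its median, where it did not pass (adjusted p = 0.0606 from limma). With each array left out in turn, the log2 fold change stayed between -1.68 and -1.33 in MDAH cells and between -2.27 and -1.74 in SKOV3 cells. Its adjusted p from limma rose to 0.211 without MDAH control 1 in MDAH cells and to 0.118 without SKOV3 control 1 in SKOV3 cells.

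**Figure D1:**
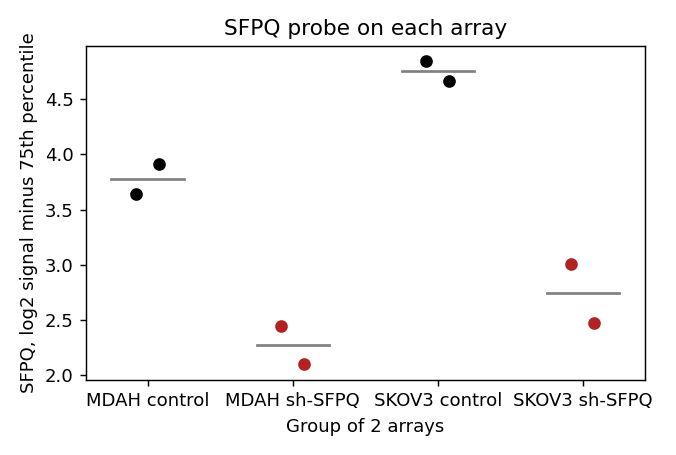
Signal of the SFPQ probe on each array, as log2 signal minus the array's 75th percentile (vertical axis), for the 4 groups of 2 arrays (horizontal axis). Points are single arrays and grey lines are group means; the silenced MDAH arrays lie at 2.45 and 2.10 below their controls at 3.64 and 3.91, and the silenced SKOV3 arrays at 3.01 and 2.48 below their controls at 4.84 and 4.66.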

To get more insights on the molecular pathway(s) that could drive apoptosis in SFPQ-silenced cells, we carried out a gene expression profiling (GEP) of MDAH and SKOV3 cells, silenced or not for SFPQ. 

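Lists of 130 spliceosome genes and 135 genes of ubiquitin-mediated proteolysis were written from general knowledge of these KEGG pathways and not copied from KEGG, so single members can differ from the paper's sets. In MDAH cells the normalized enrichment score of silenced against control arrays was 0.89 for the spliceosome list and 0.95 for the ubiquitin list, where a positive score means higher in silenced cells (exact two-sided permutation of the array labels, p = 0.667 for each). In SKOV3 cells the scores were -1.23 and -1.25 (exact two-sided permutation, p = 0.333 for each). The 4 arrays of a line allow 6 labelings, so that 0.333 is the smallest p this test can give and no set could pass 0.05. The median log2 fold change of the 128 spliceosome genes tested was 0.18 in MDAH cells, with 99 of them higher, against 0.10 for all genes. Between the MDAH controls themselves the list differed by a median of 0.19. In SKOV3 cells the median change was -0.21, with 102 of the genes lower, against -0.04 for all genes. The 130 ubiquitin genes tested had a median of 0.15 in MDAH cells, with 86 higher, and of -0.12 in SKOV3 cells, with 88 lower. Quantile normalization brought the ubiquitin median in MDAH cells to 0.054, close to the 0.046 of all genes under it. It changed the direction of neither list in either line. Setting each silenced array against each control gave spliceosome medians from 0.06 to 0.32 in MDAH cells and from -0.30 to -0.11 in SKOV3 cells, and ubiquitin medians from 0.11 to 0.22 and from -0.17 to -0.10. The camera test in limma, with a preset correlation between genes of 0.01, gave the spliceosome p = 0.0139 in MDAH cells (0.0223 adjusted over 8 lists) and p = 9.65e-06 in SKOV3 cells (2.57e-05 adjusted). For the ubiquitin list, the adjusted p from camera in limma was 0.178 in MDAH cells and 0.0199 in SKOV3 cells. Of these, only the ubiquitin list in SKOV3 cells passed 0.05 under fry, with p = 0.0244 (0.105 adjusted over the 8 lists), and none did when camera estimated the correlation from the arrays (p between 0.198 and 0.540). The spliceosome result in MDAH cells rested on 1 array, since without MDAH control 1 its camera p was 0.315. The paper reports these 2 sets as enriched in both lines and gives the role of SFPQ in splicing as its reason to follow the spliceosome.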

Two KEGG-pathways were commonly enriched in both cell lines, namely the spliceosome and the ubiquitin-mediated proteolysis (Supplementary Fig. 3a, b and Supplementary Tables 3 and 4) and, given the involvement of SFPQ in splicing regulation, we decided to focus on the spliceosome. We observed that long-term SFPQ knock-down significantly increased the ratio of pro-/antiapoptotic forms of *caspase-9* RNAs, both in MDAH and SKOV3 cells (Supplementary Fig. 3c–e), supporting the possibility that SFPQ participates to the regulation of *caspase-9* alternative splicing, favoring the expression of antiapoptotic spliced forms.

We next verified if PT treatment induced changes in the splicing of apoptotic genes and how these changes preceded or accompanied cell death. In PT-treated MDAH cells, apoptosis was massively observed 24 h after PT removal, while it was minimal under PT treatment for up to 16 h (Fig. 3d, e and Supplementary Fig. 2a–d), as previously observed [18, 19]. We tested if PT treatment could alter the expression ratio of RNA of proapoptotic (marked with +) and antiapoptotic (marked with −) forms of caspases and BCL2L1, before the appearance of massive apoptosis. Time course analyses in MDAH cells showed that, starting from 16 h of PT treatment, a decrease of the antiapoptotic (−) forms of *caspase-8* and *-9* and a slight increase of the proapoptotic (+) ones, paralleled the induction of DNA damage (Supplementary Fig. 4a–c). In accord to its established role in mediating the intrinsic apoptotic pathway, these changes were particularly evident for *caspase-9* (Supplementary Fig. 4a, b). Consistent observations were made also for the expression of *BCL2L1*, with an increase of the *Bcl-X*_*S*_ (proapoptotic) and decrease of the *Bcl-X*_*L*_ (antiapoptotic) form (Supplementary Fig. 4a, b), demonstrating that PT treatment altered the alternative splicing of apoptotic genes in EOC cells.

More importantly, under PT treatment, knock-down of SFPQ in MDAH cells resulted in an increased expression of *caspase-9* (+) proapoptotic form, already visible after 1.5 h, while it had minor effects on *caspase-8* and *BCL2L1* splicing (Fig. 3f, g and Supplementary Fig. 5a–c). Accordingly, both the caspase-9-specific inhibitor Z-LEHD-FMK and the pan-caspase inhibitor Z-VAD-FMK, effectively prevented PARP-1 cleavage in PT-treated MDAH cells and increased cell survival of SFPQ-silenced MDAH cells (Fig. 3h, i and Supplementary Fig. 5d, e), confirming a central role for caspase-9 activation in PT-induced cell death when SFPQ was silenced.

### SFPQ regulates *caspase-9* splicing via SRSF2 regulation

Basal and PT-induced *caspase-8* and *-9* alternative splicing is mainly regulated by the splicing factor SRSF2 [11, 15], which has been reported to play an opposite effect compared with SFPQ in PT-treated EOC cells [16]. Accordingly, knock-down of SRSF2 in MDAH cells delayed the increase of the proapoptotic form of *caspase-9* (+) induced by PT, having minor effects on *BCL2L1* (Supplementary Fig. 6a, b). Based on these evidences, we better dissected the mechanism whereby SFPQ and SRSF2 controlled *caspase-9* splicing, in basal and PT-treated EOC cells.

First, we co-expressed SRSF2 and SFPQ, as full length or deleted isoforms (Fig. 4a) [22] in 293T17 cells then treated or not with PT. By co-immunoprecipitation assay we observed that SFPQ and SRSF2 co-precipitated under basal conditions and their binding was increased by PT treatment (Fig. 4b). The SFPQ-ΔN mutant lost the ability to bind SRSF2, indicating that this interaction requires the protein–protein interaction domain of SFPQ (Fig. 4b). SFPQ–SRSF2 interaction and its increase under PT treatment were confirmed using endogenous proteins from basal and PT-treated HeLa cells (Fig. 4c). Notably, also p54^nrb^, the preferential binding partner of SFPQ, co-precipitated with SRSF2 (Fig. 4c).

**Fig. 4:**
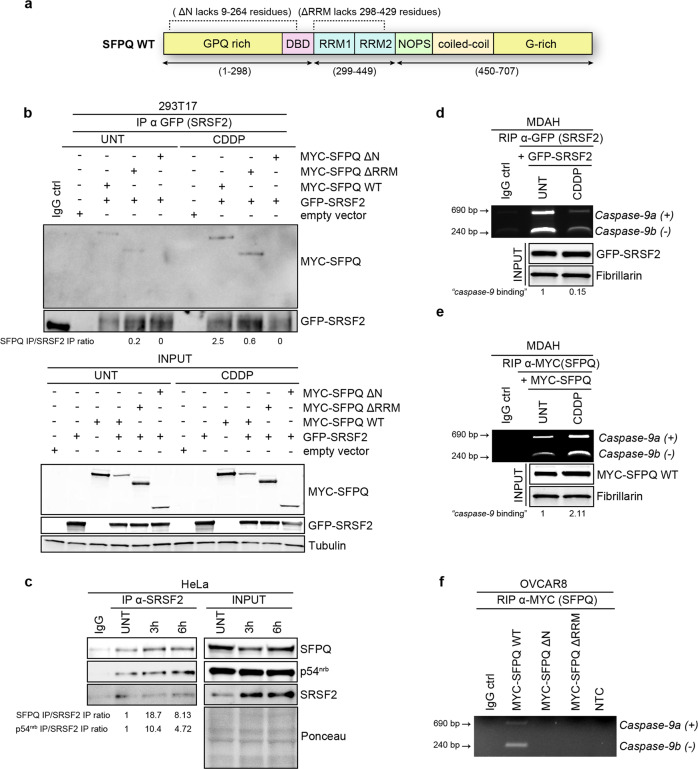
SFPQ binds *caspase-9* mRNA and interacts with SRSF2. **a** Schematic representation of SFPQ WT protein. RRM1 and RRM2, in light-blue indicate the RNA recognition motifs, NOPS (green) the NonA/paraspeckle domain and coiled coil (orange) the coiled coil domain. GPQ and G-rich (yellow) mark the low complexity regions and DBD (pink) the uncharacterized DNA-binding domain. SFPQ deletion mutants (ΔN and ΔRRM) used are indicated in the upper part of the scheme, reporting the correspondent amino-acidic deletion (SFPQ ΔN lacks 9–264 residues; SFPQ ΔRRM lacks 298–429 residues). **b** Co-IP analyses in 293T17 cells, transfected with the indicated vectors, treated or not with CDDP 50 µM for 3 h. Input reports the expression of the indicated protein in the lysates used for IPs experiments. Tubulin was used as loading control. Densitometric analysis of the IP ratio is reported under the blot. Anti-MYC Ab was used to reveal SFPQ expression. **c** Endogenous co-IP analyses of SFPQ, p54^nrb^, and SRSF2 in nuclear fraction of HeLa cells, in untreated (UNT) and CDDP-treated conditions (3 and 6 h of 50 µM CDDP). Lysates were IP with anti-SRSF2 antibody. Densitometric analysis of normalized SFPQ IP/SRSF2 IP and p54^nrb^ IP/SRSF2 IP expression is reported. RNA Immunoprecipitation analysis (RIP) in MDAH cells transfected with GFP-SRSF2 (**d**) or MYC-SFPQ WT (**e**) vectors and treated or not with CDDP 50 µM for 3 h. Samples were IP with the indicated antibodies. Densitometric analysis of normalized RIPs is reported under the blot. Overexpression of GFP-SRSF2 and MYC-SFPQ WT was confirmed by WB analysis. Fibrillarin was used as loading control. **f** RIP assay in OVCAR8 cells transfected with MYC-SFPQ WT and mutants constructs. Cells were treated with CDDP 50 µM for 3 h before harvesting. Samples were IP with anti-MYC antibody and amplified for *caspase-9* as described in (**e**).

Using RNA immunoprecipitation (RIP) in MDAH cells treated or not with PT, we next demonstrated that both SRSF2 and SFPQ bound *caspase-9* RNA (Fig. 4d, e). Interestingly, PT treatment had opposite effects, on one side increasing SFPQ and the other decreasing SRSF2 binding to *caspase-9* RNA. (Fig. 4d, e). Using SFPQ-ΔN and -ΔRRM mutants or the SFPQ WT proteins we observed that SFPQ needs both domains to efficiently bind *caspase-9* RNA under PT treatment (Fig. 4f). These data support the possibility that this RNA-binding activity of SFPQ required the presence of other partners in the RNA/protein complex.

At biological level, we observed that SFPQ overexpression enhanced and SRSF2 overexpression reduced cell survival, in both basal and PT-treated OVCAR8 cells (Fig. 5a), used as a model of low SFPQ expression. When SFPQ and SRSF2 were co-transfected the effect of SRSF2 prevailed and cells were more prone to cell death (Fig. 5a). Accordingly, the increased PT-induced apoptosis observed in SFPQ-silenced cells was prevented by concomitant SRSF2 knock-down in MDAH cell (Fig. 5b and Supplementary Fig. 7a, b), indicating that SRSF2 was necessary in this process.

**Fig. 5:**
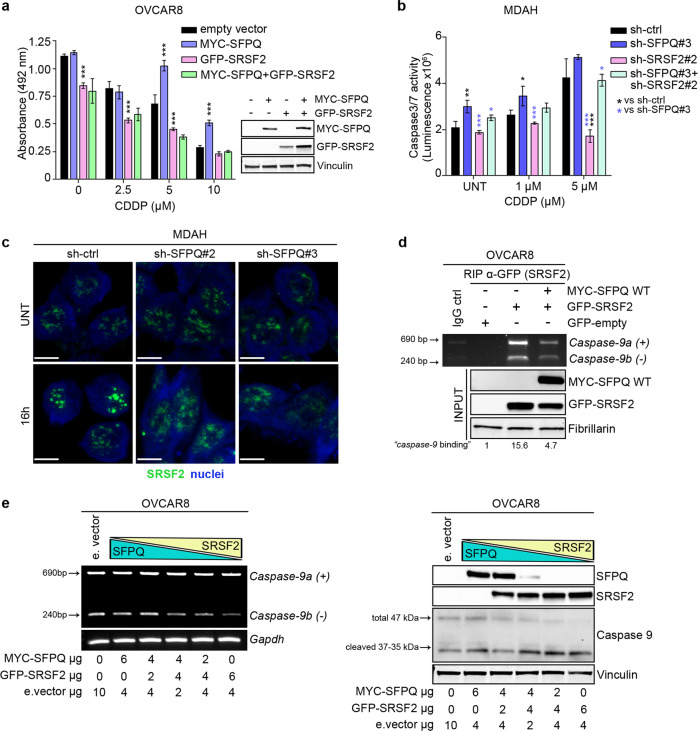
SFPQ–SRSF2 competitive binding influences caspase-9 RNA splicing regulation. **a** Dose-response curve of OVCAR8 cells overexpressing MYC-SFPQ WT and GFP-SRSF2 alone or in combination treated with increasing doses of CDDP. Data are expressed as absorbance of viable cells (*λ* = 492 nm) and represent the mean (±SD) of three biological replicates. On the right, the WB analysis reports MYC-SFPQ and GFP-SRSF2 expression in the used samples. **b** Dose-response analysis of MDAH cells transduced with the indicated shRNAs alone or in combination and then treated with increasing doses of CDDP. Caspase-3/7 activity was used as readout of apoptotic pathway activation. Data are expressed as luminescence (×10^6^) and represent the mean (±SD) of three biological replicates. **c** IF analysis evaluating SRSF2 (green) localization and expression in MDAH cells transduced with the indicated shRNAs left untreated or with CDDP 50 µM for 16 h. Nuclei were stained with propidium iodide (pseudocolored in blue); scale bar = 7 µm. **d** RIP analysis in OVCAR8 cells transfected with empty vector, GFP-SRSF2 and MYC-SFPQ WT alone or in combination and then treated with CDDP 50 µM for 3 h. Samples were IP with anti-GFP antibody, and the RNAs purified from the IP samples evaluated for *caspase-9* expression by RT-PCR. Overexpression of MYC-SFPQ WT and GFP-SRSF2 was confirmed by WB analysis. **e** Expression of *caspase-9* pro (+) and anti (−) apoptotic isoforms in OVCAR8 cells (left panel), transfected with decreasing (6–0 µg) and increasing (6–0 µg) doses of MYC-SFPQ WT and GFP-SRSF2, respectively. Cells were treated for 3 h with 50 µM CDDP. *Gapdh* was used as loading control. In the left panel WB confirming MYC-SFPQ and GFP-SRSF2 overexpression and caspase-9 expression and cleavage. In the figure Vinculin and Fibrillarin were used as loading control. Statistical significance was determined by a two-tailed, unpaired Student’s *t* test. (*p < 0.05; **p < 0.01; ***p < 0.001).

Using immunofluorescence analyses, we observed that SFPQ and SRSF2 co-localized in PT-treated MDAH cells in nuclear speckles (Supplementary Fig. 7c, d) and that SFPQ knock-down altered the PT-induced re-localization of SRSF2 (Fig. 5c). Moreover, RIP analyses in PT-treated OVCAR8 cells demonstrated that SFPQ reduced the ability of SRSF2 to bind *caspase-9* mRNA (Fig. 5d) and competition experiments, using increasing/decreasing concentrations of SFPQ and SRSF2 expressing vectors in OVCAR8 cells, showed that the antiapoptotic variant of *caspase-9* mRNA progressively decreased with the increased expression of SRSF2 and the reduced expression of SFPQ (Fig. 5e). Accordingly, the expression of *caspase-9* proapoptotic form paralleled the increased expression of SRSF2 protein (Fig. 5e).

### p54^nrb^ loss impairs SFPQ/SRSF2 interaction and influences *caspase-9* splicing

Our data indicated that SFPQ binding to *caspase-9* RNA could be mediated by another protein (Fig. 4f). The most common binding partner of SFPQ is p54^nrb^, which co-precipitated with both SFPQ and SRSF2, especially in PT-treated cells (Fig. 4c). Thus, we tested if p54^nrb^ also played a role in *caspase-9* mRNA splicing. First, we assessed that p54^nrb^ was generally well expressed in EOC cells and its expression slightly increased in PT-Res MDAH clones (Fig. 2e and Supplementary Fig. 8a). As expected, SFPQ WT and mutant proteins readily bound to endogenous p54^nrb^ and PT treatment did not modify the extent of their interaction in 293T17 cells (Fig. 6a). Differently to what observed in SFPQ-silenced cells (Fig. 3), MDAH cells stably silenced for p54^nrb^ displayed a growth rate that was only slightly reduced compared with their control counterpart (Fig. 6b). However, the downregulation of p54^nrb^ expression significantly increased PT-induced cell death (Fig. 6c). FACS analyses confirmed that in PT-treated MDAH cells, p54^nrb^ loss led to increased fraction of apoptotic cells (sub-G1 fraction) and reduced cell accumulation in G2/M-phase, particularly evident 24 h after PT removal, during the DNA repair phase (Fig. 6d and Supplementary Fig. 8b).

**Fig. 6:**
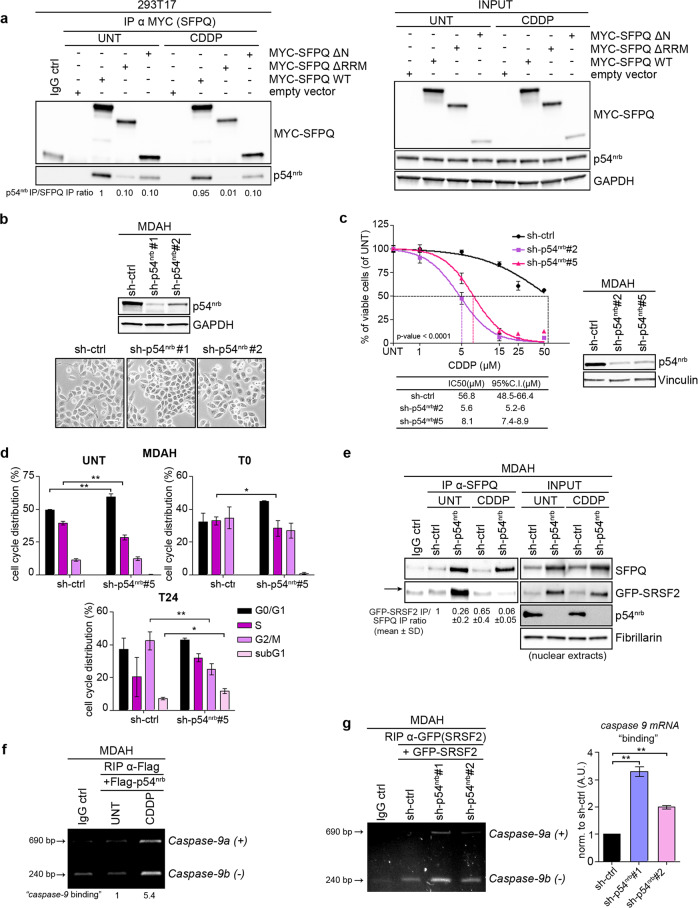
p54nrb knock-down influences SFPQ/SRSF2 interaction and caspase-9 mRNA splicing. **a** SFPQ-p54^nrb^ co-IP analyses in cells, transfected with the indicated vectors treated or not with CDDP 50 µM for 3 h. Input reports the expression of the indicated protein in the lysates used for IPs experiments. An anti-MYC Ab was used for the IP and to evaluate SFPQ expression. GAPDH was used as loading control. Densitometric analysis of normalized p54^nrb^/SFPQ interaction is reported under the blot. **b** Representative phase contrast images (10× objective) of MDAH cells stable transduced with sh-ctrl or sh-p54^nrb^ after puromycin selection. In the upper western blot the expression of p54^nrb^ in control and silenced pools is shown. **c** Nonlinear regression analyses evaluating cell viability of MDAH cells transiently transduced with sh-p54^nrb^ #2 and #5, as indicated, and treated with increasing doses of CDDP. The table reports the IC50 and the confidence interval (CI) of each condition. Data are expressed as percentage of viable cells compared with untreated cells and represent the mean (±SD) of three biological replicates. Fisher’s exact test was used to calculate the global *p* value reported in the graph. On the left, WB showing p54^nrb^ and levels in transduced cells. **d** Cell cycle distribution of MDAH cells transduced with sh-ctrl and sh-p54^nrb^#5, subjected to FACS analysis, 72 h after transduction in untreated and CDDP-treated conditions (CDDP 50 µM, t0 = 16 h treatment; t24 = 16 h treatment + 24 h release). The percentages of cells in each cycle phase are indicated. Data represent the mean (±SD) of three biological replicates. **e** Co-IP analysis of endogenous SFPQ and GFP-SRSF2 in MDAH cells described in (**b**) (pool sh-p54^nrb^#1), transiently transfected with GFP-SRSF2. Cells were treated with 50 µM CDDP for 3 h, and subjected to cytoplasmic/nuclear fractionation. IP was performed with anti-SFPQ antibody on nuclear extracts. Under the blot is reported the quantification of SFPQ–SRSF2 interaction in the different conditions that represents the mean (±SD) of three biological replicates. **f** RIP analysis in MDAH cells transfected with Flag-p54^nrb^ vector in untreated and treated conditions (CDDP 50 µM 3 h). Samples were IP with the indicated antibodies and the RNAs purified from the IP samples evaluated for *caspase-9* expression by RT-PCR. **g** RIP analysis in MDAH cells (described in (**b**)), transiently transfected with GFP-SRSF2 and treated with CDDP 50 µM for 3 h. Samples were IP with the indicated antibodies, and RNAs purified from the IP samples evaluated for *caspase-9* expression by RT-PCR (left panel). The right graph shows the densitometric analysis of the RIP and represents the expression of *caspase-9* mRNA normalized on sh-ctrl set at 1 as reference. Data represent the mean (±SD) of three biological replicates. In the figure, GAPDH, Vinculin or Fibrillarin were used as loading control. In (**d**) and (**g**) statistical significance was determined by a two-tailed, unpaired Student’s *t* test (*p < 0.05; **p < 0.01).

Interestingly, in p54^nrb^ silenced MDAH cells SFPQ binding to SRSF2 was reduced (Fig. 6e and Supplementary Fig. 8c, d), indicating that, in this context, p54^nrb^ regulated the reciprocal interaction between SFPQ and SRSF2. Further, the RIP assay demonstrated that p54^nrb^ bound the *caspase-9* RNA and that this binding was increased by PT treatment (Fig. 6f). Moreover, in MDAH cells stably silenced for p54^nrb^, SRSF2 bound with higher affinity *caspase-9* RNA (Fig. 6g), while its binding to *caspase-8* was unaltered compared with control cells (Supplementary Fig. 8e), again confirming that the expression of SFPQ/p54^nrb^ complex specifically regulated the splicing activity of SRSF2 on *caspase-9* RNA, in response to PT.

Overall, our work unveils a novel role for the SFPQ/p54^nrb^ complex in the regulation of *caspase-9* splicing. First, we observed that SFPQ/p54^nrb^ binds to SRSF2 and their relative expression levels are critical to determine whether exons 4–7 of *caspase-9* are retained or excluded from the mRNA, leading to different expression ratios of *caspase-9* pro- or antiapoptotic variants. The inhibition SFPQ/p54^nrb^ complex, combined with PT treatment, can increase the ability of SRSF2 to bind *caspase-9* RNA, thus enhancing its proapoptotic form and consequently cell death (Fig. 7).

**Fig. 7:**
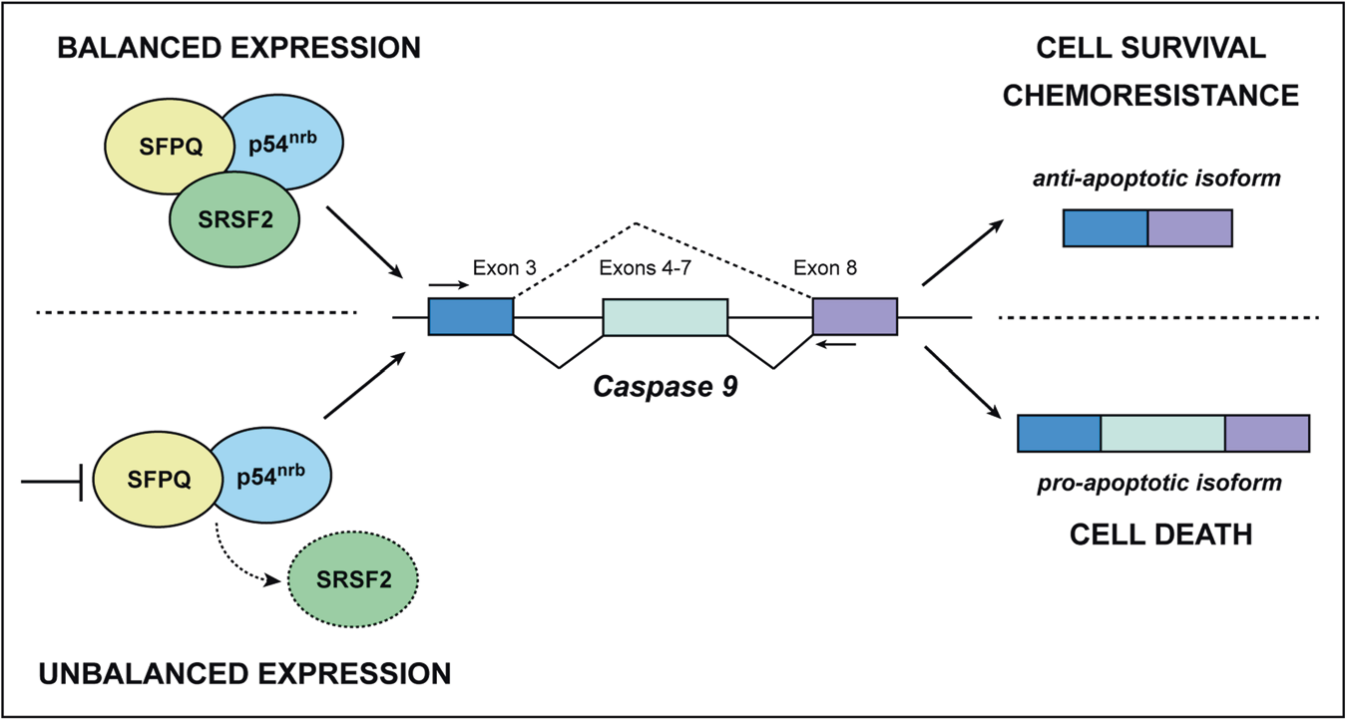
Proposed model for the role of SFPQ/p54nrb in PT response in EOC. SFPQ, in complex with p54^nrb^, binds and regulates the activity of the splicing factor SRSF2, already identified as a key factor in *caspase-9* alternative splicing regulation. In basal conditions, SFPQ/p54^nrb^ complex prevents/decreases SRSF2 binding to *caspase-9* RNA, favoring the expression of its antiapoptotic alternative spliced form and promoting cell survival. SFPQ/p54^nrb^ downregulation augment the binding of SRSF2 to caspase-9 RNA and leads to increased expression of *caspase-9* proapoptotic isoform, inducing cell death, in particular under platinum treatment. In this manner SFPQ/p54^nrb^ complex protect EOC cells from PT-induced death, eventually contributing to chemoresistance.

## Discussion

Here, we describe a previously unknown pathway that links the SFPQ/p54^nrb^ complex to the regulation of PT-induced apoptosis, via the modulation of SRSF2 activity. Our data indicate that SFPQ binds to SRSF2 and counteracts its splicing activity on *caspase* RNAs, favoring the expression of antiapoptotic variants.

Several reports suggest that alternative splicing of specific genes, such as *BRCA1*, *BRCA2*, *BARD1*, or *ERCC1*, can impact on the response of cancer cells to PT and some studies also suggest that this correlates with PT resistance in human cancer [23–28]. Accordingly, it has been proposed that evaluation of alternative splicing of selected genes could serve as prognostic marker in ovarian cancer [29]. Our data demonstrate that the expression levels of SRSF2, SFPQ or p54^nrb^ impact on the sensitivity of ovarian cancer cells to PT-induced death and support the possibility that targeting alternative splicing, could also represent a promising therapeutic option to overcome PT resistance.

RNA sequencing and proteomic screenings have already demonstrated that treatment with PT impacts on the expression of genes involved in splicing regulation, suggesting again that this pathway represents an effective and dynamic way for cancer cells to respond to treatment-induced DNA damage [13, 14, 30, 31]. Indeed, our data suggest that PT treatment induced alternative splicing of apoptotic genes well before the appearance of cell death, supporting the possibility that it represents a rapid adaptive modification to survive.

The observations that SFPQ is highly expressed in primary EOC human samples and that its expression increased in samples from PT-exposed and PT-Res patients, support the possibility that SFPQ plays a role during cancer progression. Therefore, its evaluation as prognostic or predictive biomarker of PT response might merit further investigation in additional EOC cohorts. In line with our findings in EOC, very recent data have proposed a role for SFPQ in prostate cancer, where it promotes the expression of the androgen receptor variant 7, associated with castration resistance [32], supporting a role for SFPQ in promoting cancer-specific progression and resistance to therapy via the regulation of the alternative splicing.

We have previously reported a role for the splicing factor SRSF2 in the regulation of PT-induced alternative splicing in ovarian cancer and other groups also supported this possibility [15, 16]. Since SRSF2 is often overexpressed in ovarian cancer [33] and mutated in PT-treated ovarian cancer [16], we have focused on the interaction between SFPQ, p54^nrb^, and SRSF2. Our findings indicate that PT finely regulates the extent and the duration of this binding. Further studies will be necessary to precisely identify if and which PT-induced modification(s), either transcriptional or posttranscriptional, could alter this newly described interaction.

Overall, SFPQ plays pleiotropic roles in cells and acts differently when cells are under basal conditions or PT treated. 

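Within the spliceosome list, 1 gene passed an adjusted p of 0.05 in MDAH cells by limma and none in SKOV3 cells, where the smallest adjusted p was 0.0615. Adjusted over the list alone, 0 genes passed in either line, while 22 of the genes in MDAH cells and 28 in SKOV3 cells had an unadjusted p under 0.05 in limma. The gene in MDAH cells was SRSF4 (NM_005626), a serine and arginine rich splicing factor, with a log2 fold change of -0.96 (standard error 0.16, adjusted p = 0.0374 from limma). Averaged over both lines, SRSF4 had the lowest value of the list, -0.85 (standard error 0.11, adjusted p = 0.0154 from limma), and every silenced array lay below both controls of its line. TXNL4A (NM_006701), a component of the U5 snRNP, followed with -0.72 (standard error 0.11, adjusted p = 0.0226 from limma). SRSF1 was next with -0.50, without passing the threshold (adjusted p = 0.0752 from limma). The highest averages were those of U2SURP, 0.75 (adjusted p = 0.0775 from limma), DDX46 (NM_014829), 0.68 (standard error 0.11, adjusted p = 0.0265 from limma), and HSPA8, 0.43 (adjusted p = 0.201 from limma). The directions of SRSF4, TXNL4A and DDX46 were the same in each fit without 1 array, but their adjusted p from limma then reached 0.0951, 0.105 and 0.131, each time without MDAH control 1.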

Here, guided by the results of an unbiased GEP of SFPQ-silenced EOC cells (Supplementary Fig. 3), we focused on the role of SFPQ in the regulation of the spliceosome. We are aware that SFPQ could regulate other pathways like the ubiquitin-mediated proteolysis (enriched in two different EOC cell lines) that will need to be investigated further and this certainly represents a limitation of our study. 

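In the ubiquitin list, 3 genes passed an adjusted p of 0.05 in MDAH cells by limma and 1 in SKOV3 cells, and the counts were the same when adjusted over the list alone. Across both lines, UBA7 (NM_003335), an E1 enzyme of the ubiquitin family, had the highest average log2 fold change, 0.78 (standard error 0.14, adjusted p = 0.0293 from limma), with all silenced arrays above the controls of their line. Its probe was dim, at -4.22 and -4.72 in the MDAH controls and at -2.71 and -2.79 in the SKOV3 controls, and with the normexp background correction the average was 0.32. SOCS1 and MAP3K1 followed with 0.64 and 0.55 and did not pass (adjusted p = 0.114 and 0.171 from limma). SAE1 (NM_005500), a subunit of the E1 enzyme for SUMO, fell by 0.75 on the log2 scale (standard error 0.12, adjusted p = 0.0274 from limma). Its adjusted p was 0.0519 with each array centred on its median. Without 1 array, the adjusted p from limma reached 0.0916 for UBA7 and 0.109 for SAE1, in both cases without MDAH control 2. The lowest averages were those of UBE2E2, -1.90 (adjusted p = 0.119 from limma), and BTRC, -0.89 (adjusted p = 0.0941 from limma), which were larger in size than that of SAE1 but varied more between shRNAs. For UBE2E2 the silenced MDAH arrays were at -0.45 and -2.65 and the silenced SKOV3 arrays at 0.03 and -2.35, with sh-SFPQ#3 the lower in each line.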

Future studies will likely clarify if SFPQ exerts additional functions that also contribute to the survival of EOC, under basal and PT-treated conditions.

Indeed, several evidences suggest that SFPQ plays additional roles beyond the control of SRSF2-mediated regulation of *caspase-9* splicing. For instance, our data on the evaluation of PT-induced DNA damage (evaluated as γ-H2AX expression) suggested that SFPQ also participated to the control of DNA damage and repair. Further, we observed that caspase-9 inhibition reduced but did not completely reverted the PT-induced cell death observed in SFPQ-silenced cells (Fig. 3h, i), implying that other SFPQ-regulated mechanisms likely contributed to the response to PT in EOC cells. Accordingly, we observed an increased and anticipated expression of γ-H2AX in PT-treated cells that, conversely, was not changed in cells silenced for SRSF2 (Supplementary Fig. 9), suggesting that while SFPQ participated to the PT-induced DNA damage response, probably SRSF2 did not. This possibility is also supported by other data showing how the SFPQ/p54^nrb^ complex regulates the DNA damage response in vitro and in vivo in other models [7, 34, 35].

In our screening, we used shRNA libraries targeting genes involved in the apoptosis/DNA damage and *TP53* pathways and our experimental condition preferentially selected genes able to protect rather than sensitize to PT-induced death. It is therefore possible that we have missed the possibility to identify other targets or pathways that could be relevant for the regulation of PT response in EOC, or that some of the targets that have been identified could represent the consequence rather than the cause of EOC PT resistance. Also, it would be interesting to verify if the specific overexpression of caspase-9 antiapoptotic form could rescue the higher apoptosis induced by SFPQ/p54^nrb^ silencing. Despite these limitations, our work has unveiled a critical role for the SFPQ/p54^nrb^ complex in the response to PT in EOC cells. Our findings open the way for many new interesting investigations into the predictive and therapeutic implications of the alternative splicing in the processes of PT resistance and DNA damage response in ovarian cancer. Targeting the alternative splicing pathway is increasingly becoming a feasible opportunity to treat human diseases, including cancer [36–38]. Due to its crucial role in cell survival, the direct targeting of SFPQ seems not a pursuable strategy in patients. However, our data support the possibility that targeting p54^nrb^ could represent an alternative and more specific way to improve PT activity, especially in PT-Resistant EOC patients, for whom new therapeutic options are urgently needed.

## Materials and methods

### Primary EOC collection

Human EOC samples were collected by CRO institutional Biobank, immediately frozen and stored in liquid nitrogen until needed. Informed consent was obtained from all patients. The CRO Internal Review Board approved this study with the number CRO-IRB #05-2014.

### Loss-of-function screening

Loss-of-function screening was performed as described [17]. Briefly, the shRNAs library obtained by Sigma-Aldrich was used to perform the loss-of-function screening. On day one MDAH-2774 and SKOV3 cells were seeded in 96-well plates and the day after transduced with the specific shRNA or the control sh-ctrl. Seventy-two hours posttransduction cells were treated with CBDCA 140 µg/ml for 16 h. Cell viability was evaluated 24 h after the end of treatment using CellTiter 96 AQueous cell proliferation assay (MTS) kit (Promega).

### RNA immunoprecipitation (RIP)

EOC cells (~1 × 10^7^ for each condition), transfected with the indicated constructs, were lysed in complete RIP lysis buffer (nuclear isolation buffer, added with protease inhibitors cocktail (Roche) and RNAse (Promega)). After nuclear isolation and lysis of nuclear pellets, chromatin was sheared mechanically using sonication. The indicated (GFP/MYC/Flag or control IgG) antibodies were added to nuclear supernatant and incubated O/N at 4 °C. Protein A/G beads were added and incubated for 1 h 30 min at 4 °C. The immunoprecipitated samples were then centrifuged and washed with ice-cold RIP wash buffer, and the co-precipitated RNA was isolated by resuspending beads in TriZol (Invitrogen).

### Gene expression profiling

GEP were performed essentially as described [20, 39]. Briefly, 150 ng of total RNA were labeled with Cyanine (Cy)-3 dye andCy3-labeled RNA was hybridized using the Affymetrix Human Whole Genome (8 × 60 k) oligo-microarray platform (Agilent Technologies) and analyzed with an Agilent Microarray Scanner (Agilent Technologies) using the Agilent Feature Extraction Software 10.7.3 (Agilent Technologies). Microarray data have been deposited in NCBI Gene Expression Omnibus repository (#GSE131539) and could be accessed through the following link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE131539.

### Statistical analyses

All statistical analyses and graphs were performed using GraphPad PRISM software (version 6.0) using the most appropriate test, as specified in each figure. Independent groups are subjected to the comparison under the assumptions of normal distribution and equal variances. Data are presented as the mean ± SD of at least three biological replicates unless otherwise specified. Sample size for each experiment is indicated in the figure legend; no a priori criteria were established to predetermine sample size. Significant differences between means were determined with two-tailed Student’s *t* tests. For nonlinear regression analyses, Fisher’s exact test was used to calculate the global *p* value reported in the graph. SFPQ/SRSF2 co-localization (immunofluorescence analysis) was analyzed by Pearson correlation. The differences were defined as statistically significant (*p < 0.05), highly significant (**p < 0.01), and extremely significant (***p < 0.001). No samples were excluded from the analyses and no randomization or blinding was used.

“Materials and methods” are better described in Supporting Materials.

## Supplementary information

Supplemental Information

# Supplementary material for: Splicing factor proline- and glutamine-rich (SFPQ) protein regulates platinum response in ovarian cancer-modulating SRSF2 activity
**Source:** Oncogene. 2020 Apr 24;39(22):4390–403. doi: 10.1038/s41388-020-1292-6
**Supplement:** Supplementary file 1 — Supplemental Information

## Supplementary Information to Pellarin et al.

### Splicing Factor Proline and Glutamine rich (SFPQ) protein regulates platinum response in ovarian cancer modulating SRSF2 activity

#### SUPPLEMENTARY FIGURES

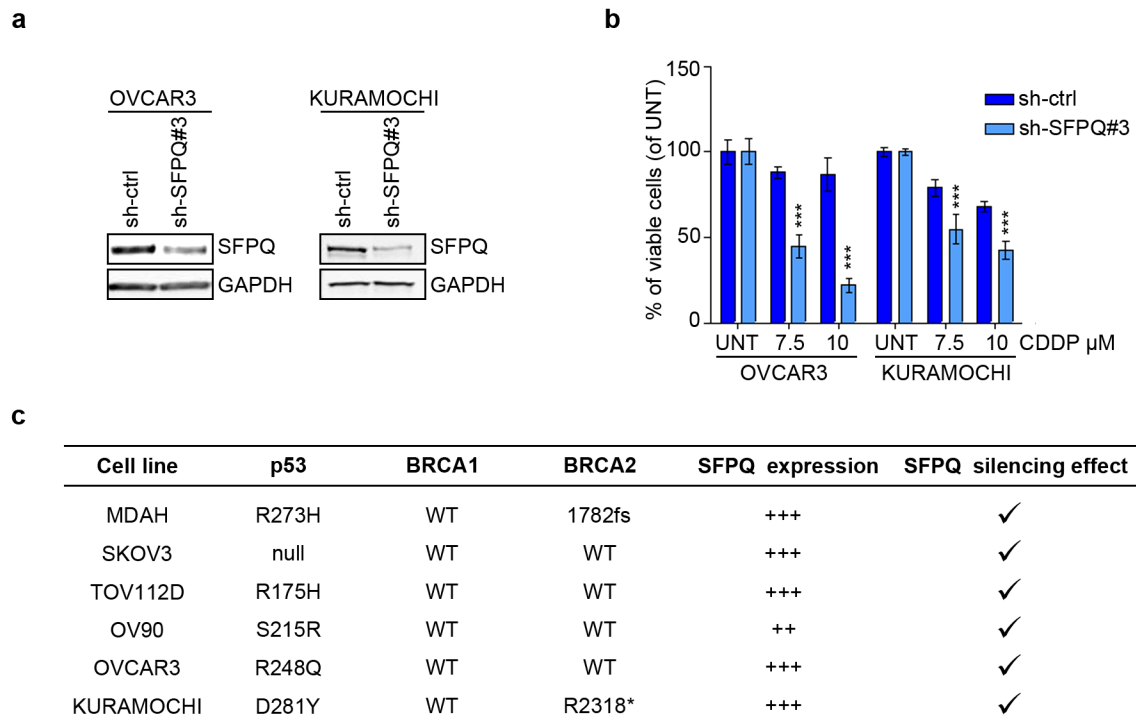

**Supplementary Fig. 1. SFPQ silencing influences response to cisplatin in EOC cells.**

(a) Western blot analysis of SFPQ expression in OVCAR3 and KURAMOCHI cells, transduced with the indicated shRNAs. (b) Dose-response curve of the cells described in (a) and treated with increasing doses of CDDP. Data are expressed as percentage of viable cells respect to untreated cells and represent the mean ( $\pm$  SD) of 3 biological replicates. In the figure GAPDH was used as loading control. Statistical significance was determined by a two-tailed, unpaired Student's t-test. (\* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ ). (c) Table reporting p53, BRCA1/2 mutational status and SFPQ expression levels (based on WB analysis) of the indicated EOC cell lines. SFPQ silencing increase PT-induced cell death in all tested cell lines, (defined in table as SFPQ silencing effect).

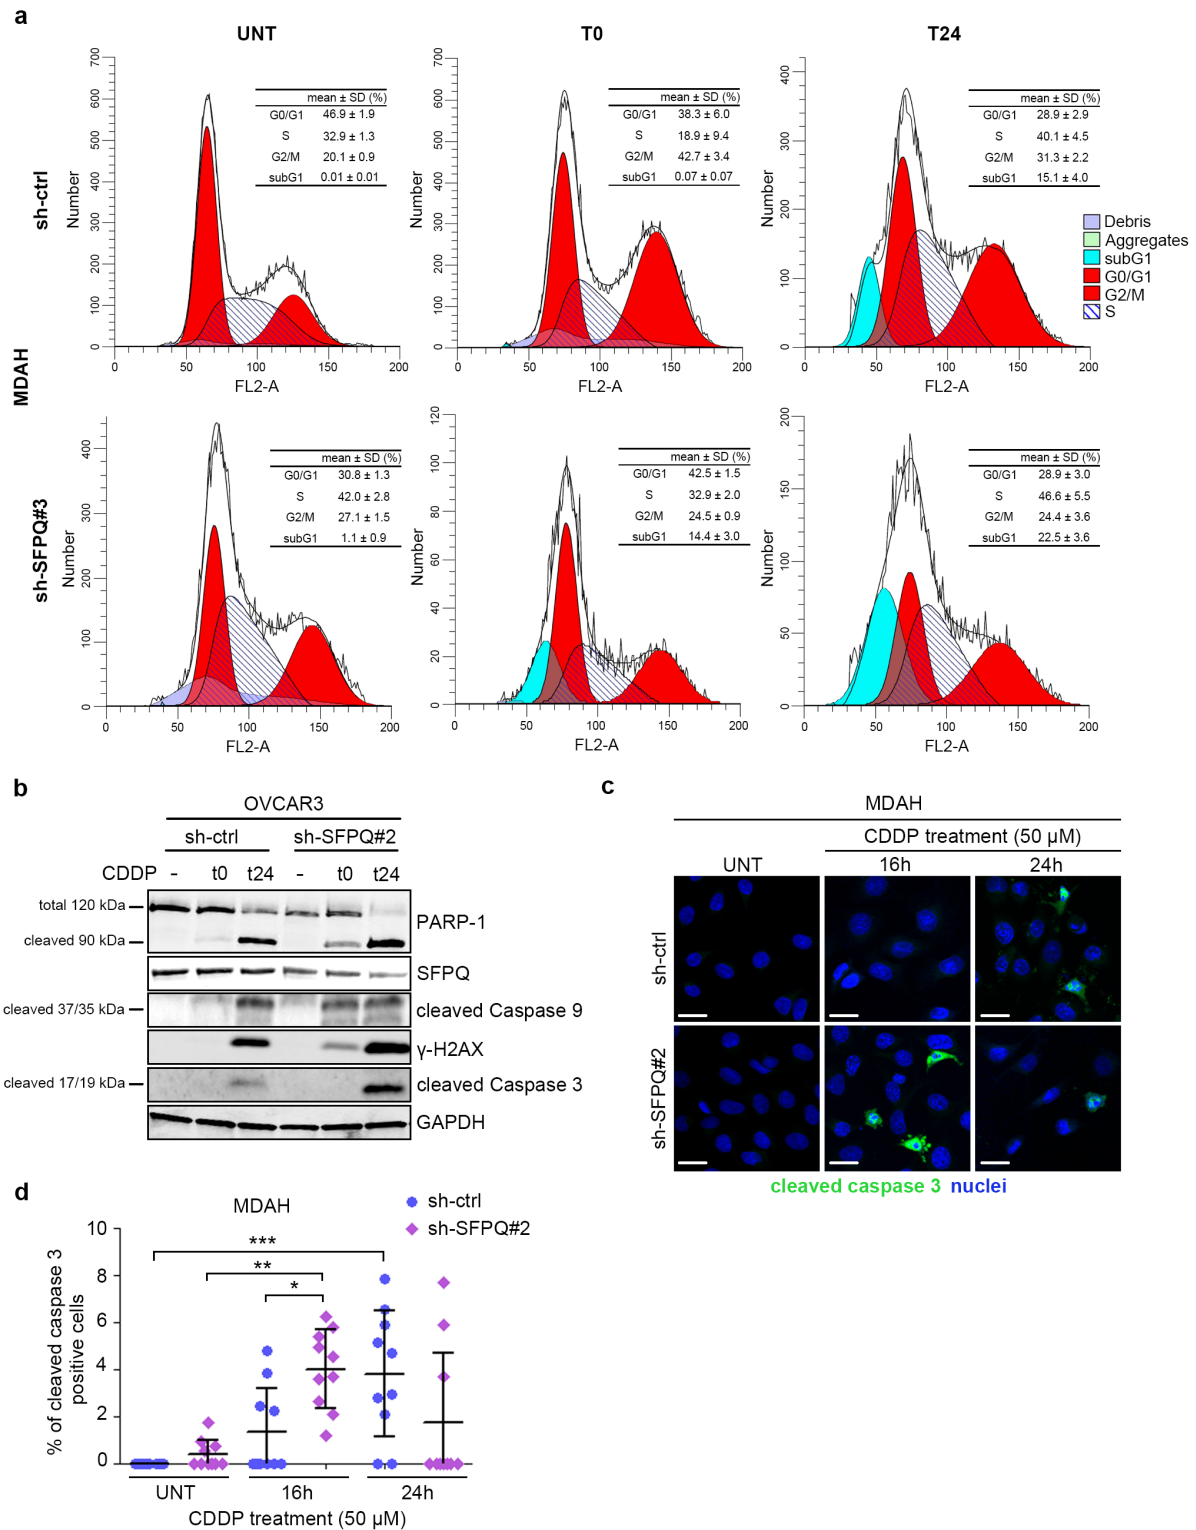

**Supplementary Fig. 2.SFPQ silencing anticipates PT-induced apoptotic response.**

(a) FACS analysis evaluating cell cycle distribution of untreated and CDDP-treated (50  $\mu$ M) MDAH cells transduced with the indicated shRNAs (T0=16 hours treatment; T24= 16 hours treatment + 24 hours release). The propidium iodide (PI) stained cells were recorded by BD

FACScan™ flow cytometer and histograms were obtained with ModFit LT™ software. The inset table reports the cells percentage in G0/G1, S or G2/M phases, expressed as mean  $\pm$  SD (n=3 biological replicates). **(b)** Western blot analysis showing the expression of SFPQ, PARP-1, cleaved caspase-9, -3 and  $\gamma$ -H2AX in OVCAR3 cells transduced with control (sh-ctrl) or SFPQ shRNA#2 and then treated with CDDP for 16 hours (t0) and released for 24 hours (t24). **(c)** Immunofluorescence (IF) analysis evaluating the expression of cleaved caspase-3 (green) in MDAH cells transiently silenced with sh-ctrl and sh-SFPQ#2 and treated as indicated; scale bar 20  $\mu$ m. **(d)** Graph reports the percentage of cleaved caspase-3 positive cells/per field ( $\pm$  SD, n=10) in the cells described in **(c)**.

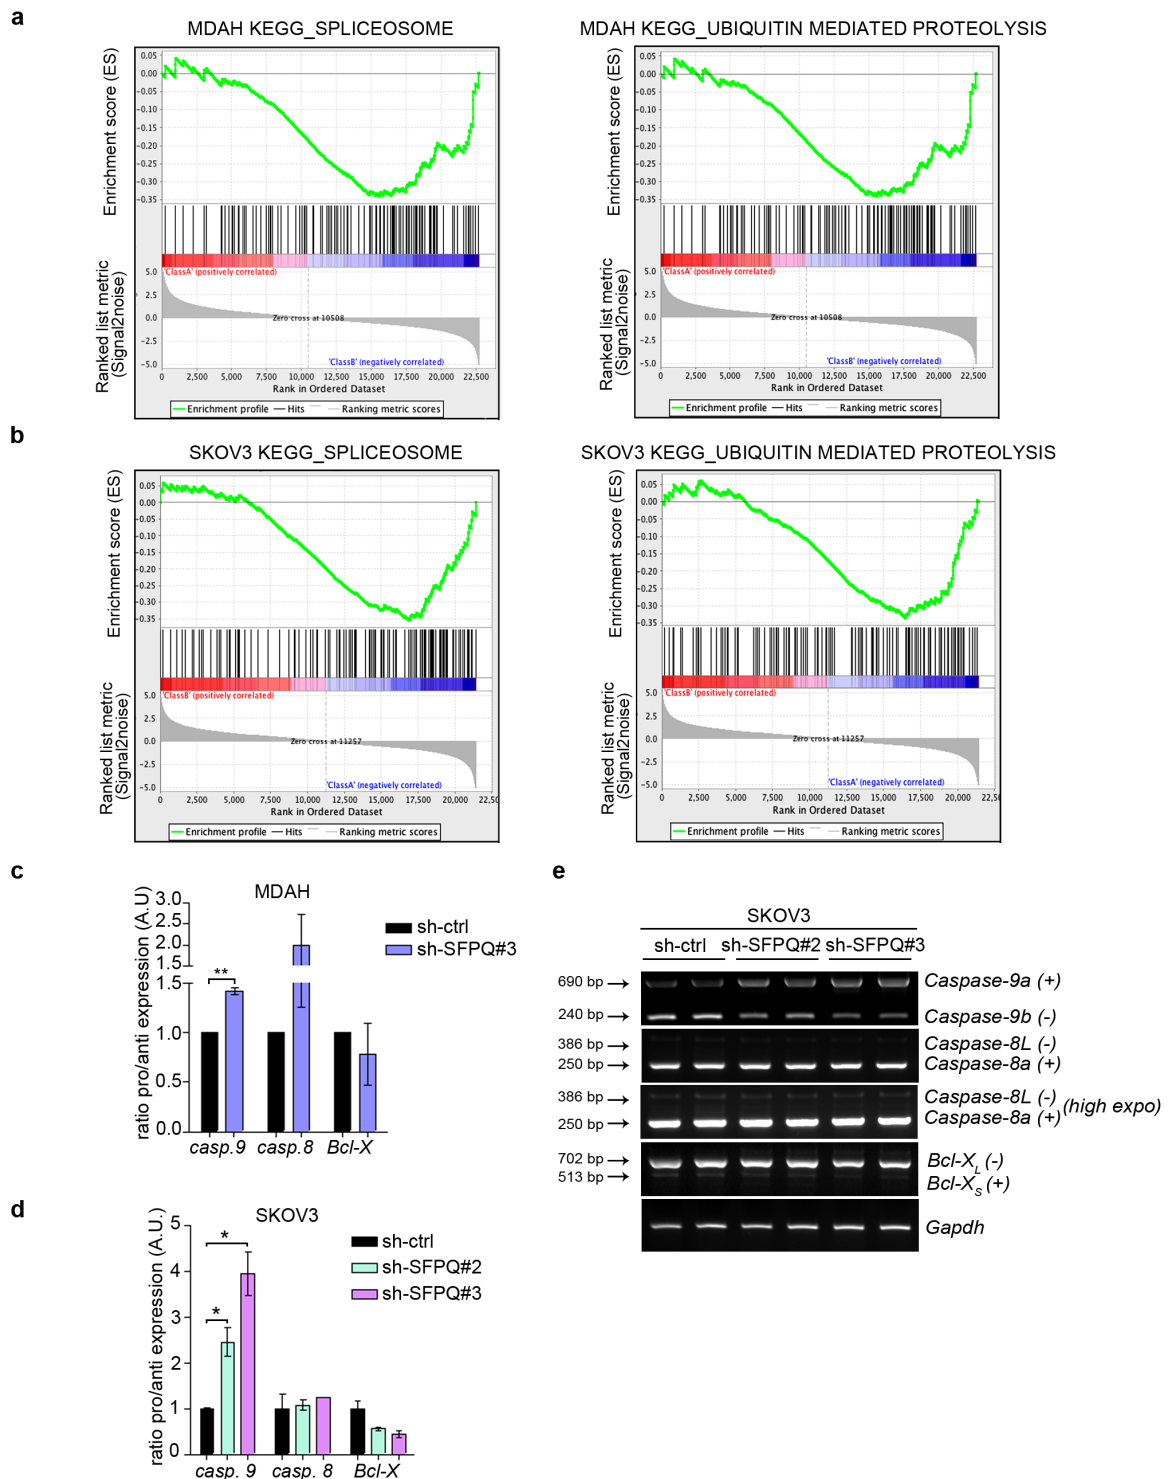

**Supplementary Fig. 3. Spliceosome and Ubiquitin mediated proteolysis pathways are commonly modified by SFPQ silencing in EOC cells.**

(a) and (b) Gene Set Enrichment Analysis (GSEA) of genes differentially expressed in EOC cells (MDAH and SKOV3) silenced for SFPQ respect to not silenced ones. 

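For the same ranking, the difference between the mean of the silenced and of the control arrays was divided by the sum of their SDs, on the linear scale, with each SD set to at least 0.2 of its mean as GSEA does. It ranked 15030 genes in MDAH cells and 13916 in SKOV3 cells, those well above background on both arrays of at least 1 group of the line. Each SD came from 2 arrays. Ranking on log2 values instead gave the spliceosome list a normalized enrichment score of 0.79 in MDAH cells and -1.21 in SKOV3 cells, and the ubiquitin list 0.73 and -1.11. With the moderated t of limma as the ranking, the spliceosome score was 0.91 in MDAH cells, and the ubiquitin score was 0.99 there and -1.24 in SKOV3 cells. None of these rankings changed the direction of either list, and each p from exact permutation of the labels was at or above the smallest the design allows. When random gene sets of equal size replaced the permuted labels, the p was 0.0114 for the spliceosome list in MDAH cells and 0.000161 in SKOV3 cells, and 0.159 and 0.0278 for the ubiquitin list. That permutation treats genes as independent of each other, which genes of 1 pathway are not.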

A Signal2noise metric was used for ranking genes. Green curve denotes Enrichment Score. (c) and (d) Graph

reporting the quantification of the pro/anti isoforms ratio of *caspase-9*, *-8* and *BCL2L1* genes in SFPQ silenced cells folded on sh-ctrl condition in MDAH (c) and SKOV3 (d) cells. Data are the mean  $\pm$  SD of three independent experiments. Statistical significance was determined by a two-tailed, unpaired Student's t-test. \* $p < 0.05$  \*\* $p < 0.01$ ). (e) Representative RT-PCR analyses of pro (+) and anti (-) apoptotic isoforms of *caspase-9*, *-8* and *BCL2L1* genes in SKOV3 cells transduced with the indicated shRNAs in duplicate.

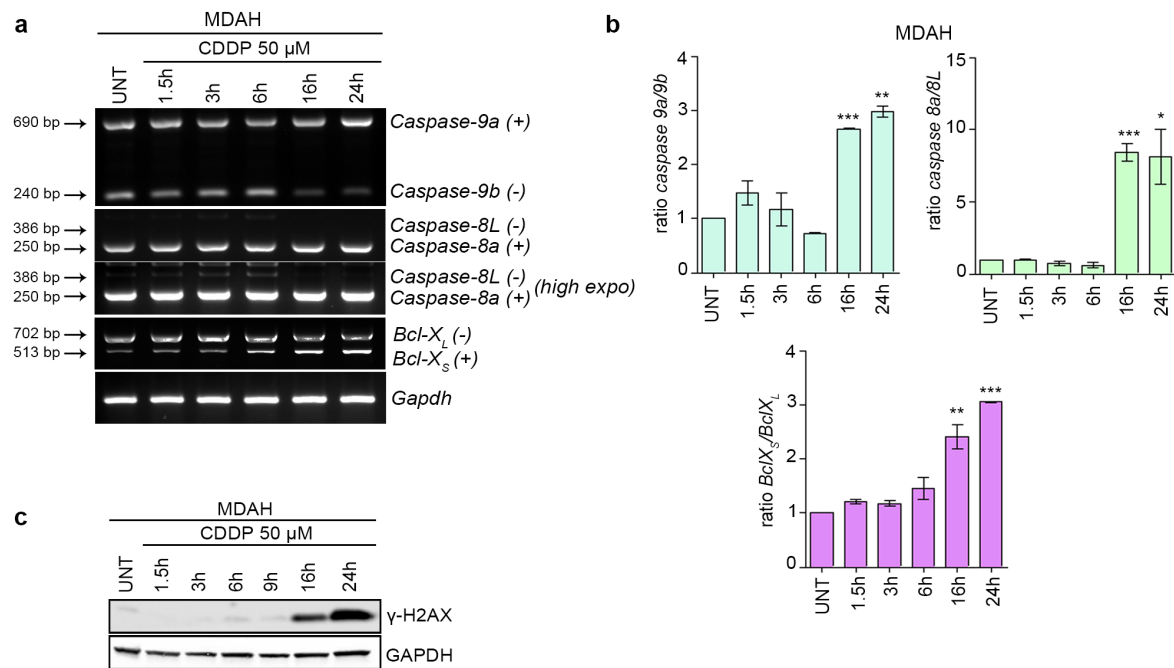

**Supplementary Fig. 4. CDDP treatment induces the splicing of apoptotic genes in EOC cells.**

(a) Representative RT-PCR analyses of pro (+) and anti (-) apoptotic isoforms of *caspase-9*, *-8* and *BCL2L1* genes in MDAH cells treated with CDDP 50  $\mu$ M at the indicated time points. *Gapdh* was used as loading control. (b) Graphs report the quantification of the ratio between pro/anti isoforms of *caspase-9*, *-8* and *BCL2L1* genes, as described in (a), normalized on *Gapdh* expression and folded on untreated (UNT). Data are the mean ( $\pm$ SD) of three independent experiments. (c) WB showing  $\gamma$ -H2AX expression in time course experiment of MDAH cells treated with CDDP 50  $\mu$ M for the indicated time points. GAPDH was used as loading control. Statistical significance was determined by a two-tailed, unpaired Student's t-test. (\* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ ).

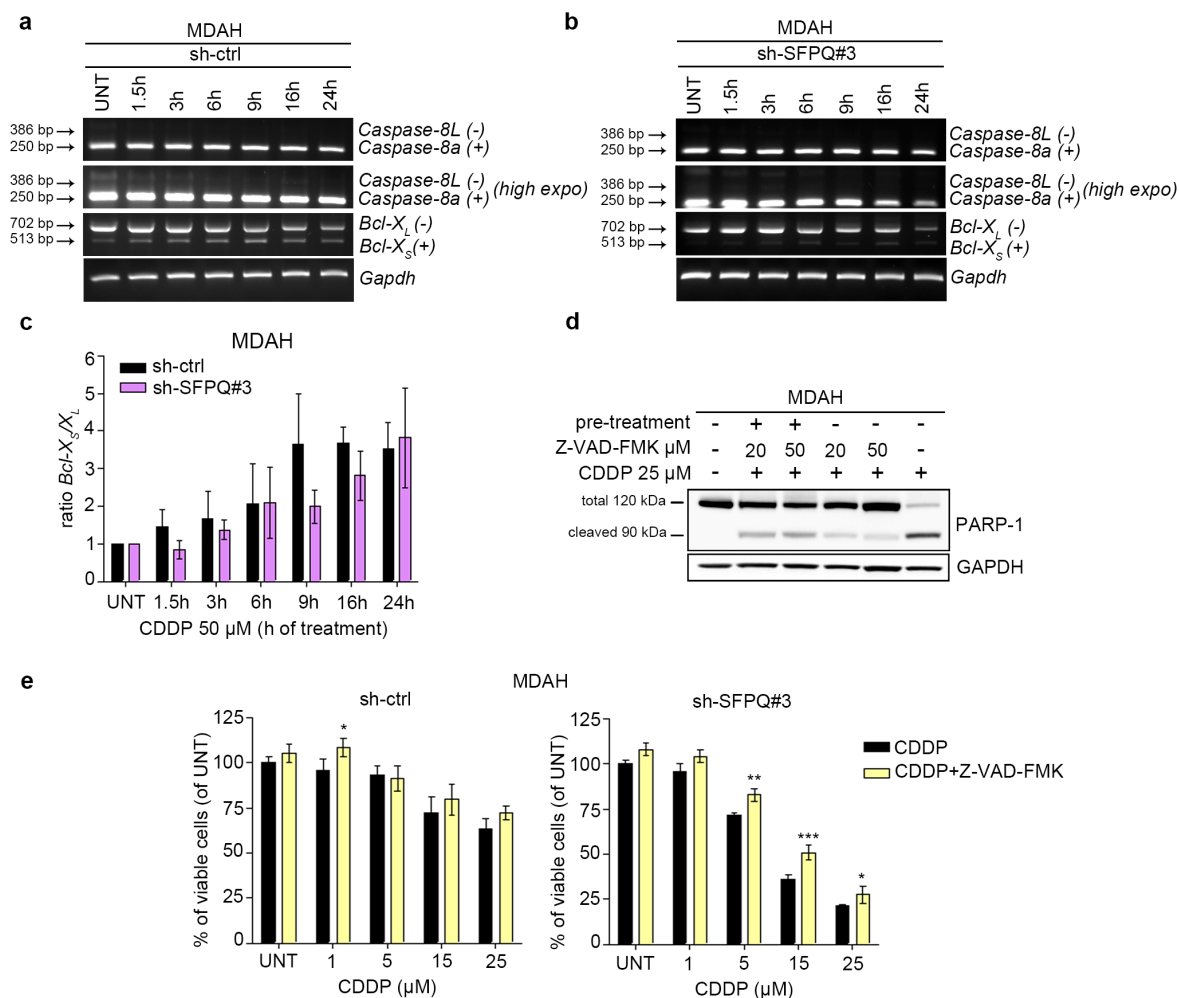

**Supplementary Fig. 5. SFPQ regulates *caspase-9* alternative splicing in CDDP-treated cells.**

(a) and (b) Representative RT-PCR analyses of pro (+) and anti (-) apoptotic isoforms of *caspase-8* and *BCL2L1* genes in MDAH cells silenced for 72 hours with sh-ctrl (a) and sh-SFPQ#3 (b) and treated with CDDP 50  $\mu$ M for the indicated times. (c) Graphs report the quantification of the ratio between pro/anti isoforms of *BCL2L1* gene, normalized on *Gapdh* expression and folded on untreated (UNT) condition. (d) Western blot analysis evaluating PARP-1 cleavage in MDAH cells treated with CDDP 25  $\mu$ M 16 hours, alone or in combination with Z-VAD-FMK (pan-caspase inhibitor). GAPDH was used as loading control. (e) Dose response curves evaluating cell viability of MDAH cells transiently transduced with sh-ctrl or SFPQ#3 shRNAs and treated with increasing doses of CDDP alone or with 20  $\mu$ M of Z-VAD-FMK. In (c) and (e) data represent the mean ( $\pm$  SD) of 3 biological replicates. Statistical significance was determined by a two-tailed, unpaired Student's t-test. (\* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ ).

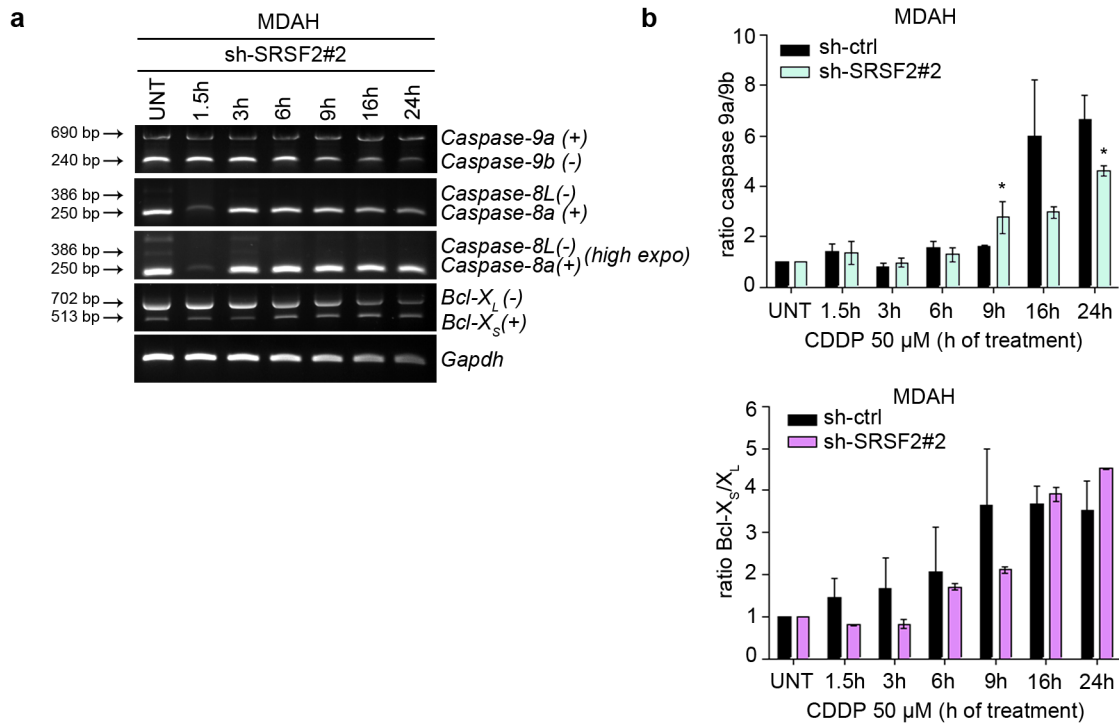

**Supplementary Fig. 6. SRSF2 expression delayed the increase of the pro-apoptotic form of *caspase-9*, in CDDP-treated cells.**

(a) Representative RT-PCR analyses of pro (+) and anti (-) apoptotic isoforms of *caspase-9*, -8 and BCL2L1 genes in MDAH-2774 cells silenced for 72 hours with sh-SRSF2#2 and treated as reported in Supplementary Fig.5 a,b. (b) Graphs reporting the quantification of the ratio between pro/anti isoforms of *caspase-9* and BCL2L1 genes in SRSF2 silenced cells, normalized on *Gapdh* expression (loading control) and folded on untreated (UNT) condition. Data express the mean ( $\pm$ SD) of three independent experiments. Statistical significance was determined by a two-tailed, unpaired Student's t-test. (\* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ ).

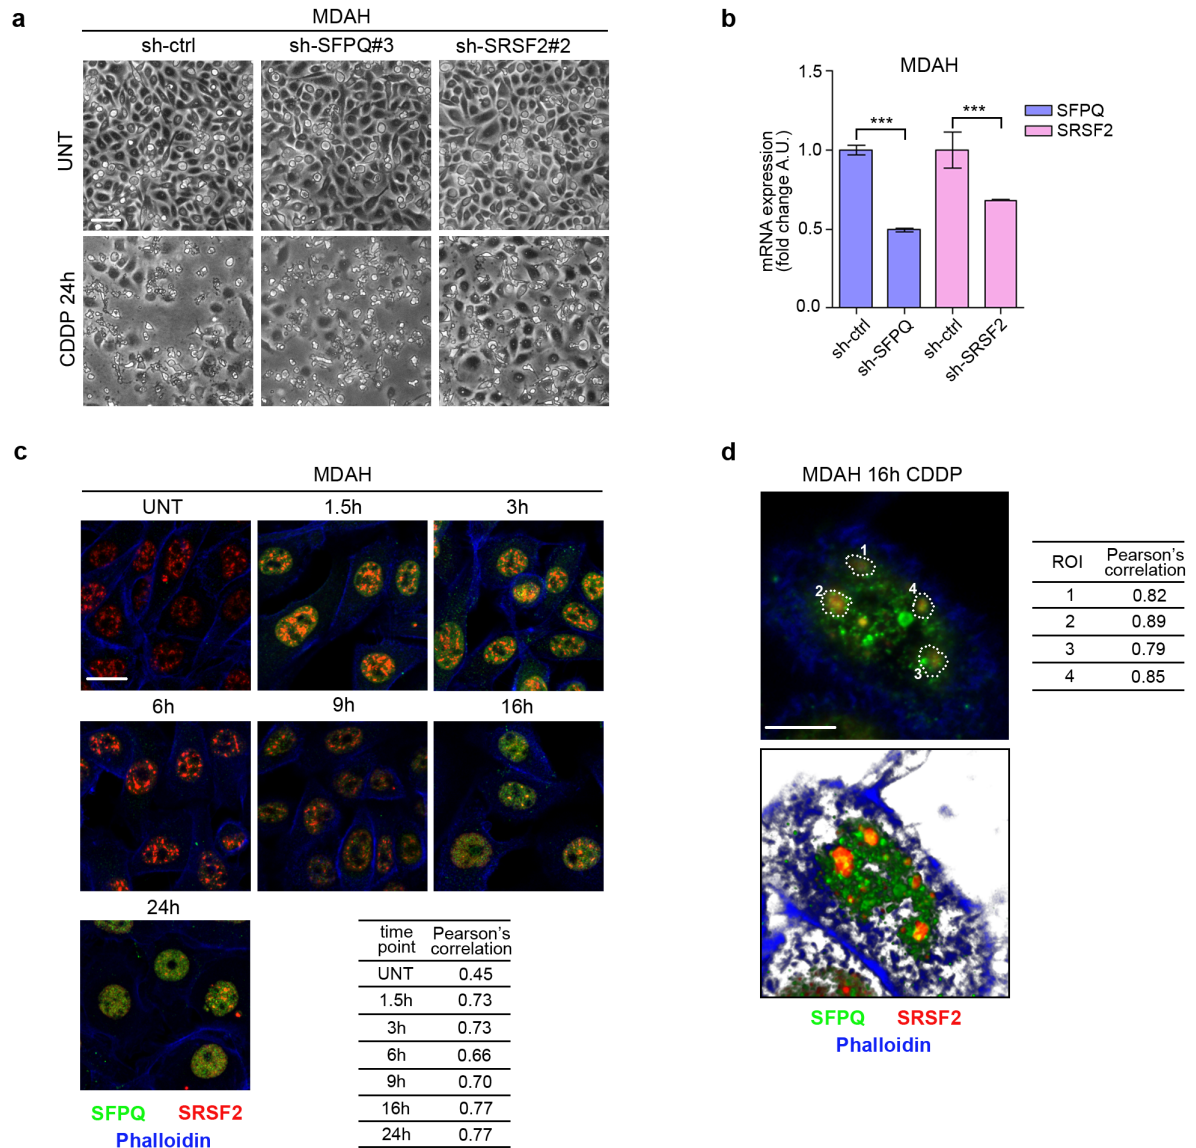

**Supplementary Fig. 7. SFPQ-SRSF2 binding and relative levels regulate CDDP-induced cell death.**

(a) Typical phase contrast images (10X objective) of MDAH cells transiently transduced with sh-ctrl, sh-SFPQ#3 and sh-SRSF2#2 and then left untreated or treated with CDDP 50 $\mu$ M for 24 hours. (b) qRT-PCR analysis evaluating the expression of SFPQ and SRSF2 in MDAH cells silenced with the indicated shRNAs and described in (a). Data are expressed as fold change respect to sh-ctrl. Statistical significance was determined by a two-tailed, unpaired Student's t-test. (\*\*\*) $p < 0.001$ . (c) Immunofluorescence analysis evaluating SFPQ (green) and SRSF2 (red) expression and localization in MDAH cells, not treated (UNT) or treated with CDDP 50 $\mu$ M for the indicated time points. The inset table reports global Pearson's correlation value related to SFPQ/SRSF2 co-localization at each time point. Phalloidin

(pseudocolored in blue) was used to identify the cells in each field; scale bar= 20  $\mu$ m. **(d)** Zoom of the immunofluorescence analysis described in **(c)** in which the nucleus of MDAH cells treated with CDDP 50  $\mu$ M for 16 hours is magnified. In the upper panel: white dotted lined indicated the region of interest (ROI) chosen to more precisely evaluate SFPQ/SRSF2 co-localization. The corresponding value of Pearson's correlation is reported on the right table. In the lower panel the 3-D opacity projection image of the same area, obtained by Volocity software, is shown to better highlight co-localization (yellow spots). Scale bar= 8  $\mu$ m.

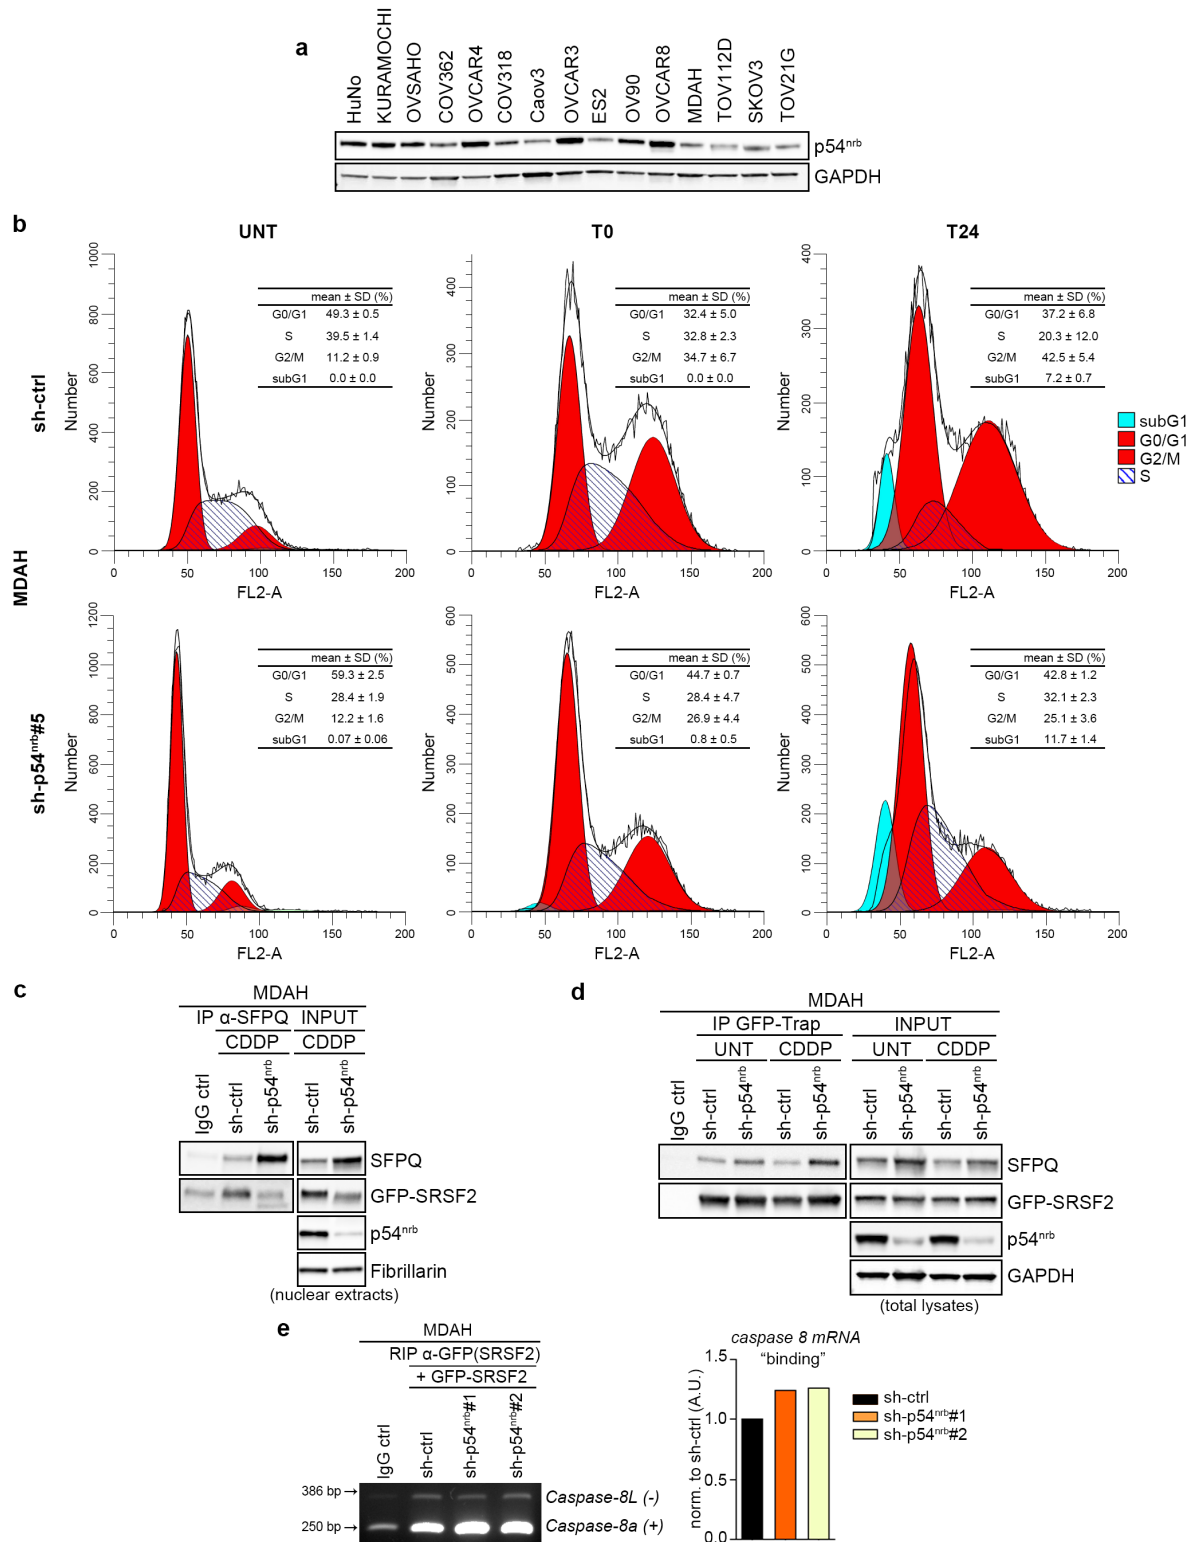

**Supplementary Fig. 8.  $p54^{nrp}$  is expressed in EOC cells and contributes to the regulation of SFPQ/SRSF2 interaction.**

(a) WB analysis of  $p54^{nrp}$  expression in normal Human Epithelial Ovarian cells (HuNoEC) and in the indicated Ovarian Cancer cell lines. GAPDH was used as loading control. (b)

FACS analysis evaluating cell cycle distribution of untreated and CDDP-treated (50  $\mu$ M) MDAH cells transduced with the indicated shRNAs (T0=16 hours treatment; T24= 16 hours treatment + 24 hours release). The propidium iodide (PI) stained cells were recorded by BD FACScan<sup>™</sup> flow cytometer and histograms were obtained with ModFit LT<sup>™</sup> software. The inset table reports the cells percentage in G0/G1, S or G2/M phases, expressed as mean  $\pm$  SD (n=3 biological replicates). (c) Co-IP analysis in MDAH stable pools (silenced with sh-ctrl and sh-p54<sup>nrb</sup>), transiently transfected with GFP-SRFS2. IP was performed with anti-SFPQ antibody on nuclear extracts, from cells treated with CDDP 50  $\mu$ M for 3 hours. (d) Co-IP analysis performed with GFP-trap system (SRSF2) antibody on total lysates, from MDAH cells described in (c) treated or not with CDDP (50 $\mu$ M for 3 hours) as indicated. (e) RIP analysis in p54<sup>nrb</sup> stably silenced MDAH cells, transiently transfected with GFP-SRSF2 and treated with CDDP 50  $\mu$ M for 3 hours. Samples were IP with anti-GFP (SRSF2) antibody, and RNAs purified from the IPs samples evaluated for *caspase-8* expression by RT-PCR (left panel). The right graph shows the densitometric analysis of the RIP and represents the expression of *caspase-8* mRNA normalized on sh-ctrl set at 1 as reference.

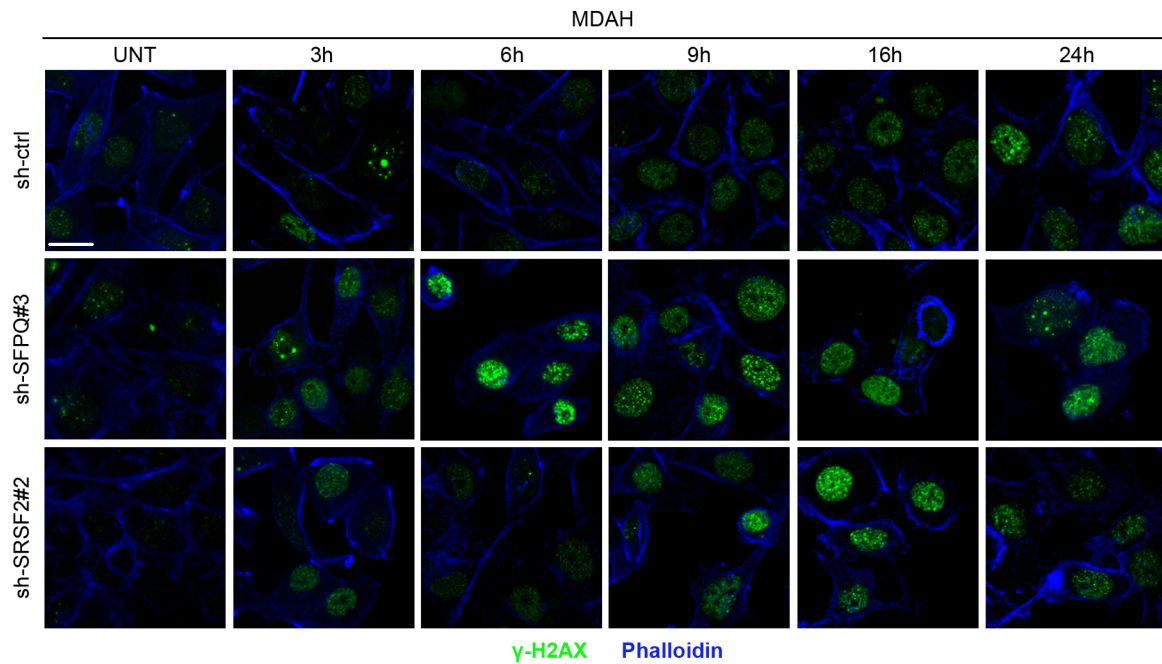

**Supplementary Fig. 9. SFPQ but not SRSF2 silencing anticipates the expression of the DNA damage marker  $\gamma$ -H2AX in CDDP-treated cells.**

Immunofluorescence analysis evaluating  $\gamma$ -H2AX (green) expression in MDAH cells transiently transduced with sh-ctrl, sh-SFPQ#3 or sh-SRSF2#2 and then treated with CDDP 50 $\mu$ M for the indicated time points. In blue is shown the staining of F-Actin with Phalloidin; scale bar= 20  $\mu$ m.

## SUPPLEMENTARY TABLES

**Supplementary Table S1**

Characteristic of samples derived from ovarian cancer patients analyzed in Fig. 2b-c.

| <b>Serous Ovarian Cancer Samples</b> |              |
|--------------------------------------|--------------|
| <b>Characteristic</b>                | <b>Value</b> |
| <b>Age-Year</b>                      |              |
| Median                               | 70           |
| Range                                | 48 -92       |
| <b>Tumor Grade-no. (%)*</b>          |              |
| Low (1-2)                            | 3 (4.1)      |
| High (3)                             | 56 (77.7)    |
| Not Available or Specified           | 13 (18.0)    |
| <b>Tumor Stage-no. (%)**</b>         |              |
| I or II                              | 8 (11.1)     |
| III or IV                            | 56 (77.7)    |
| Not Available or Specified           | 8 (11.1)     |
| <b>Samples Type -no. (%)</b>         |              |
| Primary                              | 56 (77.7)    |
| Recurrence                           | 16 (22.2)    |

\* Include Borderline Ovarian Cancer (n=2) and unknown GX Ovarian cancer (n=6)

\*\* According to FIGO

## Supplementary Table S2

Characteristic of samples derived from PT-Sensitive and PT-Resistant ovarian cancer patients analyzed in Figure 2d.

| Ovarian Cancer Samples        |              |                             |
|-------------------------------|--------------|-----------------------------|
| Characteristic                | PT-Sensitive | PT-Resistant <sup>###</sup> |
| <b>Age-Year</b>               |              |                             |
| Median                        | 67.5         | 71                          |
| Range                         | 48-85        | 54-84                       |
| <b>Istotype-no. (%)</b>       |              |                             |
| Serous                        | 12 (85.7)*   | 14 (77.7) <sup>#</sup>      |
| Endometrioid                  | 1 (7.1)      | 0 (0)                       |
| Not Available or Specified    | 1 (7.1)      | 4 (22.2) <sup>##</sup>      |
| <b>Tumor Grade-no. (%)</b>    |              |                             |
| Low (1-2)                     | 2 (14.2)     | 2 (11.1)                    |
| High (3)                      | 5 (35.7)     | 12(66.6)                    |
| Not Available or Specified    | 7 (50)**     | 4 (22.2)                    |
| <b>Tumor Stage-no. (%)***</b> |              |                             |
| I or II                       | 1 (7.1)      | 0 (0)                       |
| III or IV                     | 8 (57.1)     | 14 (77.7)                   |
| Not Available or Specified    | 5 (35.7)     | 4 (22.2)                    |
| <b>Samples Type -no. (%)</b>  |              |                             |
| Primary                       | 12 (85.7)    | 15 (83.3)                   |
| Recurrence                    | 2 (14.2)     | 3 (16.6)                    |

EOC patients are defined PT-Resistant when experience disease relapse within 6 months from the end of the therapy and Refractory if they progress under the PT-treatment or within 3 months from the end of the therapy.

\* Include Serous-Endometrioid Ovarian Cancer (n=1)

\*\* Include Borderline Ovarian Cancer (n=1) and Unknown GX Ovarian cancer (n=2)

\*\*\*According to FIGO

# Include Serous-Papillar Ovarian Cancer (n=2)

## Include Mucinous (n=2) and Undifferentiated (n=1) Ovarian Cancer

### Include Refractory Ovarian Cancer (n=4)

### Supplementary Table S3

GSEA report for MDAH-2274 cells silenced or not for SFPQ.

| Name of gene set                               | Genes in the gene set | Normalized enrichment score | Nominal p-value | FDR q-value |
|------------------------------------------------|-----------------------|-----------------------------|-----------------|-------------|
| KEGG_AUTOIMMUNE THYROID DISEASE                | 25                    | -2,00                       | 0,000           | 0,000       |
| KEGG_NOTCH SIGNALING PATHWAY                   | 43                    | -1,91                       | 0,000           | 0,000       |
| KEGG_MATURITY ONSET DIABETES OF THE YOUNG      | 20                    | -1,89                       | 0,000           | 0,000       |
| KEGG_RIBOSOME                                  | 84                    | -1,82                       | 0,000           | 0,000       |
| KEGG_GRAFT VERSUS HOST DISEASE                 | 22                    | -1,82                       | 0,000           | 0,000       |
| KEGG_RNA POLYMERASE                            | 28                    | -1,80                       | 0,000           | 0,000       |
| KEGG_BASAL TRANSCRIPTION FACTORS               | 31                    | -1,75                       | 0,000           | 0,000       |
| KEGG_CYTOSOLIC DNA SENSING PATHWAY             | 35                    | -1,73                       | 0,000           | 0,000       |
| KEGG_RNA DEGRADATION                           | 56                    | -1,69                       | 0,000           | 0,000       |
| KEGG_ALLOGRAFT REJECTION                       | 22                    | -1,66                       | 0,000           | 0,010       |
| KEGG_HEMATOPOIETIC CELL LINEAGE                | 51                    | -1,63                       | 0,000           | 0,019       |
| KEGG_REGULATION OF AUTOPHAGY                   | 22                    | -1,58                       | 0,000           | 0,026       |
| KEGG_COLORECTAL CANCER                         | 59                    | -1,57                       | 0,000           | 0,032       |
| KEGG_CELL CYCLE                                | 121                   | -1,57                       | 0,000           | 0,030       |
| KEGG_ACUTE MYELOID LEUKEMIA                    | 55                    | -1,53                       | 0,000           | 0,041       |
| KEGG_CHRONIC MYELOID LEUKEMIA                  | 71                    | 1,52                        | 0,000           | 0,058       |
| <b>KEGG_UBIQUITIN MEDIATED PROTEOLYSIS</b>     | 130                   | -1,51                       | 0,000           | 0,067       |
| KEGG_ALDOSTERONE REGULATED SODIUM REABSORPTION | 32                    | -1,49                       | 0,000           | 0,063       |
| KEGG_NUCLEOTIDE EXCISION REPAIR                | 43                    | -1,47                       | 0,000           | 0,071       |
| KEGG_PIRYIMIDINE METABOLISM                    | 88                    | -1,43                       | 0,000           | 0,099       |
| KEGG_TYPE I DIABETES MELLITUS                  | 26                    | -1,41                       | 0,167           | 0,134       |
| <b>KEGG_SPLICEOSOME</b>                        | 124                   | -1,37                       | 0,000           | 0,193       |
| KEGG_MTOR SIGNALING PATHWAY                    | 49                    | -1,36                       | 0,25            | 0,208       |
| KEGG_ENDOMETRIAL CANCER                        | 48                    | -1,34                       | 0,000           | 0,215       |
| KEGG_VIRAL MYOCARDITIS                         | 51                    | -1,29                       | 0,000           | 0,286       |

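Of the other sets that the supplementary tables list, 5 were written as gene lists in the same way, together with a list of interferon-stimulated genes. In MDAH cells the cell cycle list had a normalized enrichment score of 1.22 and a median log2 fold change of 0.26, the RNA polymerase list 1.28 and 0.34, the basal transcription factor list 0.92 and 0.15, the proteasome list 1.07 and 0.23, and the ribosome list 1.05 and 0.42. All were above the median of all genes. The exact permutation p was at the smallest value possible for the cell cycle, RNA polymerase and proteasome lists and above it for the others. Among 86 ribosome genes 83 were higher in silenced MDAH cells, and limma's camera test gave an adjusted p of 5.27e-10 over the 8 lists. The ribosome score was also the most affected by the normalization, since quantile normalization turned it to -1.40 while the median of the list stayed above 0, at 0.07. The adjusted p from camera in limma was 0.00420 for the cell cycle list, 0.00158 for the RNA polymerase list, 0.0182 for the proteasome list and 0.343 for the basal transcription factors. Under fry, p was 0.0368 for the cell cycle and 0.0281 for the RNA polymerase list (both 0.104 adjusted over the 8 lists), and it was 0.0500 for the ribosome. None of these lists passed 0.05 when the correlation between genes was estimated from the arrays.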

Gene sets modified in MDAH-2274 SFPQ silenced versus control-transduced cells according to Gene Set Enrichment Analysis (GSEA). FDR = False Discovery Rate.

## Supplementary Table S4

GSEA report for SKOV3 cells silenced or not for SFPQ

| Name of gene set                               | Genes in the gene set | Normalized enrichment score | Nominal p-value | FDR q-value |
|------------------------------------------------|-----------------------|-----------------------------|-----------------|-------------|
| KEGG_OOCYTE MEIOSIS                            | 98                    | 1,82                        | 0,000           | 0,000       |
| KEGG_PENTOSE AND GLUCURONATE INTERCONVERS.     | 15                    | -1,76                       | 0,000           | 0,061       |
| KEGG_GAP JUNCTION                              | 67                    | -1,72                       | 0,000           | 0,0041      |
| KEGG_VASCULAR SMOOTH MUSCLE CONTRACTION        | 78                    | -1,71                       | 0,000           | 0,031       |
| KEGG_PROTEASOME                                | 41                    | -1,67                       | 0,000           | 0,045       |
| KEGG_MELANOMA                                  | 48                    | -1,66                       | 0,000           | 0,032       |
| KEGG_PROGESTERONE MEDIATED OOCYTE MATURATION   | 75                    | -1,63                       | 0,000           | 0,032       |
| KEGG_VALINE LEUCINE AND ISOLEUCINE DEGRADATION | 40                    | -1,59                       | 0,000           | 0,085       |
| KEGG_CITRATE CYCLE TCA CYCLE                   | 29                    | -1,58                       | 0,000           | 0,087       |
| <b>KEGG_SPLICEOSOME</b>                        | 123                   | -1,57                       | 0,000           | 0,090       |
| <b>KEGG_UBIQUITIN MEDIATED PROTEOLYSIS</b>     | 129                   | -1,54                       | 0,000           | 0,102       |
| KEGG_LONG TERM DEPRESSION                      | 46                    | -1,51                       | 0,000           | 0,112       |
| KEGG_WNT SIGNALING PATHWAY                     | 119                   | -1,51                       | 0,000           | 0,103       |
| KEGG_DRUG METABOLISM OTHER ENZYMES             | 28                    | -1,50                       | 0,000           | 0,129       |
| KEGG_ADHERENS JUNCTION                         | 69                    | -1,46                       | 0,000           | 0,166       |
| KEGG_TIGHT JUNCTION                            | 100                   | -1,42                       | 0,000           | 0,192       |
| KEGG_REGULATION OF ACTIN CYTOSKELETON          | 161                   | -1,42                       | 0,000           | 0,181       |
| KEGG_CALCIIUM SIGNALING PATHWAY                | 114                   | -1,38                       | 0,000           | 0,246       |
| KEGG_LONG TERM POTENTIATION                    | 56                    | -1,34                       | 0,000           | 0,268       |
| KEGG_CELL CYCLE                                | 117                   | -1,34                       | 0,125           | 0,295       |
| KEGG_VIBRIO CHOLERAE INFECTION                 | 49                    | -1,34                       | 0,000           | 0,281       |
| KEGG_BASAL TRANSCRIPTION FACTORS               | 31                    | -1,33                       | 0,250           | 0,294       |
| KEGG_MELANOGENESIS                             | 77                    | -1,31                       | 0,000           | 0,307       |
| KEGG_PORPHYRIN AND CHLOROPHYLL METABOLISM      | 28                    | -1,31                       | 0,000           | 0,294       |
| KEGG_STARCH AND SUCROSE METABOLISM             | 27                    | -1,30                       | 0,333           | 0,282       |

Gene sets modified in SKOV3 SFPQ silenced versus control-transduced cells according to Gene Set Enrichment Analysis (GSEA). 

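In SKOV3 cells the medians of the same pathway lists, leaving aside the interferon-stimulated genes, were below 0 and below the median of all genes. The proteasome list had a normalized enrichment score of -1.48 and a median log2 fold change of -0.28, with 37 of 41 genes lower in silenced cells. The basal transcription factor list scored -1.40, with 22 of 30 genes lower, and the cell cycle list -1.03, with 80 of 120 genes lower. The ribosome list scored -1.59, with 82 of 86 genes lower, and the RNA polymerase list -1.22, with 24 of 28 genes lower. By exact permutation of the labels, 4 of these scores had the smallest p possible and that of the cell cycle list did not. The ribosome median, -0.23, was the one whose sign depended on the scaling: it was 0.0036 after normexp correction and quantile normalization. The adjusted p from camera in limma was 8.39e-05 for the proteasome, 7.36e-06 for the ribosome, 0.0243 for the basal transcription factors, 0.0264 for the RNA polymerase and 0.0301 for the cell cycle list. Only the proteasome list passed 0.05 under fry, with p = 0.0452, which did not hold after adjustment over the 8 lists, and none passed with the correlation estimated from the arrays.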

FDR = False Discovery Rate.

## **SUPPLEMENTARY MATERIALS AND METHODS**

### **Cell lines**

MDAH-2774 (CRL-10303), TOV-21G (CRL-11730), OV-90 (CRL-11732), SKOV-3 (HTB-77), NIH:OVCAR-3 (HTB-161) CAOV-3 (ATCC HTB-75) cells were obtained from American Type Culture Collection (ATCC); OVSAHO (JCRB1046) and KURAMOCHI (JCRB0098) cells were from JCRB Cell Bank; COV-362 [ECACC (European Collection of Authenticated Cell Cultures) 07071910] were from Sigma-Aldrich and OVCAR-8 and OVCAR-4 cells were from NCI Developmental Therapeutics Program Tumor Repository. All these cell lines were maintained in RPMI-1640 medium (Sigma-Aldrich). Human Epithelial Ovarian cells (HuNoEC, abm#T1074) were purchased from ABM (Applied Biological Materials) and cultured in Pri-grow I medium. Hela (ATCC, CCL-2), Human embryonic kidney (HEK) 293/T17 cells (ATCC, CRL-11268) used for overexpression approaches and 293FT cells (Invitrogen) used for lentivirus production, were grown in DMEM high-glucose (Sigma-Aldrich). All media were supplemented with 10% heat-inactivated fetal bovine serum (FBS) (Sigma-Aldrich) and 1% penicillin/streptomycin. Platinum-resistant cell lines were generated by treating MDAH cells for 2 h with a CDDP dose 10-fold higher than the IC<sub>50</sub>, followed by a recovery period. After 20 cycles of CDDP treatment, the resulting cell population was maintained in drug-free medium. All cell lines were grown in standard conditions at 37°C and 5% CO<sub>2</sub> and routinely authenticated in our lab using the Cell ID TM System (Promega) protocol and using Genemapper ID Ver 3.2.1 to identify DNA short tandem repeat profiles. Mycoplasma contamination was assessed every 15 days using the MycoAlert test (Lonza).

### **Primary EOC collection**

Human EOC samples were collected by CRO institutional Biobank, immediately frozen and stored in liquid nitrogen until needed. Informed consent was obtained from all patients. The CRO Internal Review Board approved this study with the number CRO-IRB #05-2014.

### **Compounds and drug treatments**

Carboplatin (CBDCA) and Cisplatin (CDDP) (TEVA Italia) were used in dose response-curves analyses, which are performed as described previously (1). Briefly EOC cells were seeded in 96-well culture plates and after 24 hours transduced with lentiviral shRNAs. 72 hours after transduction, plates were treated or not with CBDCA or CDDP for 16 hours at the indicated concentrations. Cell viability was determined 24 hours after treatment using the CellTiter 96 AQueous cell proliferation assay (MTS) kit (Promega, cat#G3582). For treatment with caspase-9 (Z-LEHD-FMK, cat#S7313) and pan-caspase (Z-VAD-FMK, cat#S7023) inhibitors (Selleckchem), cells were pre-treated for 2 hours with inhibitors at the indicated concentrations and then treated with CDDP increasing doses. Inhibitors were dissolved in dimethyl sulfoxide (DMSO) and stored at -20°C. Caspase activity was detected using the Caspase-Glo 3/7 assay system (Promega, cat#G8091).

### **Loss-of-function screening**

Loss-of-function screening was performed as described <sup>1</sup>. Briefly, the shRNAs library obtained by Sigma-Aldrich, was used to perform the loss-of-function screening. On day one MDAH-2774 and SKOV3 cells were seeded in 96-well plates using a robotic liquid handling Hamilton's MICROLAB STARlet. On day two cells were transduced with the specific sh-RNA or the control sh-ctrl. 72 hours post transduction cells were treated with CBDCA 140 µg/ml for 16 hours. Cell viability was evaluated 24 hours after the end of treatment using CellTiter 96 AQueous cell proliferation assay (MTS) kit (Promega, cat#G3582).

To identify shRNAs able to increase platinum sensitivity, log<sub>2</sub> signal of the non-treated samples were compared to that of the treated to derive the log<sub>2</sub> (non-treated/treated) ratios for each well in the twenty-two 96-well-plate among the two screening replicates. This ratio represents the changes in an shRNA's relative abundance between the non-treated and treated samples, with positive value indicating increased platinum sensitivity and negative value a decreased platinum sensitivity. We applied the Z-score normalization to account for plate-to-plate variation. Statistical analyses using a custom statistical package based on the Linear Models for Microarray data (Limma) method were used to correctly select the candidate shRNA. shRNAs that presented synthetic lethality or protective effect were ranked using a moderated t test statistic. To account for multiple testing problem Benjamini and Hochberg's method was applied to control the false discovery rate at a level of 5%. shRNAs that yielded synthetic lethality were filtered to identify genes that were targeted by multiple shRNAs.

This approach allowed selecting 50 genes potentially involved in the regulation of platinum sensitivity that were then validated in a second screening performed using five shRNAs for each gene in four different EOC cell lines, namely, MDAH, SKOV3, TOV112D and OV-90. Pre-specified conditions to validate a gene as able to affect PT-sensitivity were that at least 3/5 shRNAs displayed a significantly enhanced death after platinum treatment respect to controls in at least three different cell lines.

### **Vectors, transfections and recombinant viruses**

pcDNA3 MYC-Tagged SFPQ WT, MYC-SFPQ $\Delta$ N, MYC-SFPQ $\Delta$ RRM and FLAG-Tagged p54<sup>nrb</sup> were obtained by Dr. Benjamin Blencowe through the Addgene Inc. consortium (Cambridge, Massachusetts) and described in <sup>2</sup>. The pEGFP-SRSF2 WT vector was kindly provided by Dr. Beatrice Eyminand and described in <sup>3</sup>. Plasmids were transfected using

FuGENE HD Transfection Reagent (Promega, cat#E2312) according to manufacturer's instructions.

For lentiviral particles production 293FT cells were co-transfected, using standard calcium phosphate precipitation, with the lentiviral-based shRNA constructs (pLKO) and lentiviral system vectors pLP1, pLP2, and pVSV-G (Invitrogen), as described <sup>4</sup>. pLKO vectors encoding control and shRNAs for SFPQ, p54<sup>nrb</sup> and SRSF2 were purchased from Sigma Aldrich. Stable knock-down clones were selected by culturing cells in puromycin (Sigma Aldrich, cat# P9620, re-suspended in water ) containing medium.

### **Growth curve and FACS analysis**

MDAH and SKOV3 cells were plated in 6-well plates (50.000 cells/well) and transduced with sh-ctrl or sh-SFPQ#2 and #3. Viable cells were counted daily in triplicate, by trypan-blue dye exclusion method.

For FACS analysis, MDAH cells were plated in 100 mm dish and silenced with sh-ctrl, sh-SFPQ#3 or sh-p54<sup>nrb</sup>#5. Cells were fixed in ice-cold 70% ethanol, washed twice in PBS1x and re-suspended in propidium iodide (50 µg /ml supplemented with 100 µg/ml RNase A in PBS1X). Stained cells were subjected to FACS analyses with FACScan instrument (BD Biosciences) and analyzed with ModFit LT™ software.

### **Preparation of cell lysates, Immunoblotting and Immunoprecipitation**

Cell lysates were prepared using cold RIPA lysis buffer (150mM NaCl, 50mM Tris HCl [ph8], 1% Igepal, 0,5% NP40, 0,1% SDS) containing protease inhibitor cocktail (Roche), phosphatase inhibitors 1 mM Na<sub>3</sub>VO<sub>4</sub>, 10 mM NaF, and 1 mM DTT. Extraction of total proteins, Western Blot, and immunoprecipitations analyses were performed as described <sup>1</sup>. EGFP-SRSF2 protein transiently transfected in MDAH stable pools (silenced with sh-ctrl and sh-p54<sup>nrb</sup>), was also IP using the GFP-Trap system (GFP-Trap<sup>®</sup>\_A kit, Chromotek,#gtak-20),

a ready to use affinity resin for IP of GFP-fusion proteins, following manufacturer's instructions .

The following primary antibodies were used: Vinculin (1:1000, sc-73614 clone 7F9), MYC-tag (1:1000, sc-40 clone 9E10), Fibrillarin (1:1000, sc-25397 clone H-140), Bcl-XL (1:250, sc-56021 clone 7B2.5), PARP-1 (1:1000, sc-8007 clone F-2) were from Santa Cruz Biotechnology; Tubulin (1:5000, T9026 clone DM1A), SFPQ (rabbit 1:1000, AV40572 / mouse 1:1000 WH0006421M2), were from Sigma-Aldrich; caspase-8 (1:500, #9746 clone 1C12); caspase-9 (1:500, #9502), caspase-3 (1:500, #9661) were from Cell Signaling Technology; GAPDH (1:1000, CB1001 clone 6C5),  $\gamma$ -H2AX (1:1000, #05-636 clone JBW301) were from Calbiochem; SRSF2 (1:250 GTX82500) was from GeneTex; p54<sup>nrb</sup> (1:1000 #611279) was from BD-TL; GFP (1:500, #11814460001) was from Roche. Antibodies were visualized with appropriate horseradish peroxidase-conjugated secondary antibodies (GE Healthcare) for chemiluminescent detection (Clarity™ Western ECL Substrate cat#170-5061, Bio-Rad) or Alexa-conjugated secondary antibodies (Invitrogen, cat# A-21109 and A-32729) for Odyssey infrared detection (LI-COR Biosciences). Quantification of the immunoblots was done using the ImageLab software (Bio-Rad) or the Odyssey infrared imaging system (LI-COR Biosciences).

### **RNA extraction, RT-PCR and qRT-PCR**

Total RNA was extracted using TriZol reagent (Invitrogen, cat#15596018) following manufacturer's instructions. Total RNA was quantified using the NanoDrop instrument (Thermo Fisher Scientific Inc., USA). RNA was retro-transcribed using random hexamers and the AMV Reverse Transcriptase (Promega, cat# M510F) or the Go-Script Reverse Transcription mix, Random primers (Promega, cat# A2801). cDNA were amplified for RT-PCR with GoTaq Green Master Mix protocol (Promega, cat# M712) and specific primers: *Caspase-8* (Forward, 5'-GGGATACTGTCTGATCATCAAC-3'; Reverse 5'-

GGAGAGGATACAGCAGATGAA-3') *Caspase-9* (Forward 5'-AGACCAGTGGACATTGGTTC-3'; Reverse 5'-GGTCCCTCCAGGAAACAAA-3') *Bcl-XL* (Forward 5'-ATGTCTCAGAGCAACCGGGA-3'; Reverse 5'-TCACTTCCGACTGAAGAGTG-3') *Gapdh* (Forward 5'-GAAGGTGAAGGTCGGAGTC-3'; Reverse 5'-GAAGATGGTGATGGGATTTC-3'). Densitometric analyses of the PCR images were performed using ImageLab software (Bio-rad).

Absolute quantification was evaluated by qRT-PCR, using SYBR green dye-containing reaction buffer (Sso Fast Eva Green Supermix, cat# 172-5204, Biorad). Standard curves (10-fold dilution from  $10^{-1}$  to  $10^{-4}$  attomoles) were prepared and analyzed by qRT-PCR using the CFX-96 Real time System, C1000 Touch Thermal Cycler (Biorad). Primers used are: SFPQ (Forward 5'-AAGCACGCTGGTGCTAAGTA-3'; Reverse 5'-CAAACCCACTTTCACCCCCT-3') SDHA: (Forward 5'-AGAAGCCCTTTGAGGAGCA-3' Reverse 5'-CGATTACGGGTCTATATTC-3').

### **RNA Immuno Precipitation (RIP)**

Hela, MDAH and OVCAR8 cells ( $\sim 1 \times 10^7$  for each condition), transfected with the indicated constructs, were lysed on ice in complete RIP lysis buffer (Nuclear isolation buffer, added with protease inhibitors cocktail (Roche, cat# 11836145001) and RNase (Promega, cat# N251A). After nuclear isolation and lysis of nuclear pellets, chromatin was sheared mechanically using sonication (6X pulses, 10" each pulse 30% amplitude, Bandelin Sonoplus 3200). Indicated (GFP/MYC/Flag) or IgG control antibodies were added to nuclear supernatant (2 mg) and incubated O/N at 4°C with gentle rotation. Protein A/G beads (GE Healthcare, nProteinA Sepharose 4 Fast Flow, cat# 17-5280-01; Protein G Sepharose 4 Fast Flow, cat# 17-0618-01) were added and incubated for 1h 30 minutes at 4°C with gentle rotation. The immunoprecipitated samples were then centrifuged and washed 5 times with ice-cold RIP wash buffer. After the final wash, co-precipitated RNA was isolated by

resuspending beads in TriZol (Invitrogen, cat#15596018), followed by RNA extraction according to manufacturer's instructions. The cDNA was retro-transcribed from total RNA using the Go-Script transcriptase according to the manufacturers' instructions (Promega). PCR was then performed using specific primers. Densitometric analyses of the PCR images were performed using ImageLab software (Bio-rad). Nuclear isolation buffer: 1.28 M Sucrose, 40 mM Tris-HCl pH 7.5, 20 mM MgCl<sub>2</sub>, 4% Triton X-100; RIP buffer: 150 mM KCl, 25 mM Tris-HCl pH 7.4, 5 mM EDTA, 0.5 mM DTT, 0.5% NP40, 100U/mL RNase (Promega), protease inhibitors cocktail (Roche, cat# 11836145001).

### **Immunofluorescence**

For immunofluorescence analyses cells plated on coverslips were fixed in PBS-4% paraformaldehyde (PFA) at room temperature (RT), blocked in PBS-1% bovine serum albumin (BSA) and stained as indicated with primary antibodies. Then samples were washed in PBS and incubated with secondary antibodies (1:200 dilution; Alexa-Fluor 488-, 633- or 546-conjugated anti-mouse or anti-rabbit antibodies; Invitrogen) for 1 hour at RT. Propidium Iodide (5 µg/ml + RNaseA) was used to visualize nuclei and Alexa-Fluor 647- or 546-Phalloidin (Invitrogen) for F-actin staining, 1:200 dilution. Coverslips were mounted with Mowiol/0.25% DABCO and analyzed using Leica Time Lapse AF6000LX workstation, the TCS-SP2 or the TCS-SP8 Confocal Systems (Leica Microsystems Heidelberg GmbH) interfaced with the Leica Confocal Software (LCS) or the Leica Application Suite (LAS) software. Collected images were analyzed using the Volocity (PerkinElmer) software. Primary antibodies used are: SFPQ (1:150, cat# AV40572 Sigma-Aldrich); SRSF2 (1:1000, cat# S4045 Sigma-Aldrich);  $\gamma$ -H2AX (1:200, #05-636, clone JBW301 Millipore); cleaved caspase-3 (1:300, #9661 Cell Signaling).

### **Gene Expression Profiling**

Gene expression profiling (GEP) were performed essentially as described <sup>5,6</sup>. Briefly, total RNA samples derived from MDAH and SKOV3 cells (parental, sh-ctrl, sh-SFPQ#2, sh-SFPQ#3 samples for each cell line) was extracted using Trizol and purified in columns of RNEasy kit (Qiagen). GEP was performed with 150 ng total RNA labeled with Cyanine (Cy)-3 dye. Cy3-labeled RNA was hybridized using the Affymetrix Human Whole Genome (8x60k) oligo microarray platform (Agilent Technologies) and analyzed with an Agilent Microarray Scanner (Agilent Technologies) and with the Agilent Feature Extraction Software 10.7.3 (Agilent Technologies), as reported previously described <sup>5,6</sup>. 

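Silenced and control arrays were compared within each line by limma, gene by gene. In MDAH cells 324 of the genes tested passed an adjusted p of 0.05, 67 higher and 257 lower (79.3%) after silencing. In SKOV3 cells 156 genes passed, 66 higher and 90 lower (57.7%). Of these, 147 in MDAH cells and 75 in SKOV3 cells were not well above background on either array of 1 group, so that their change is a bound. The excess of lower genes in MDAH cells was present under every scaling, and its size depended on it: 77.0% were lower with quantile normalization, 77.2% with the authors' deposited values and 70.7% with normexp correction. With each array centred on its median, which moved the median of all genes by 0.11, 274 genes passed, of which 62.8% were lower and 232 were among the 324. The counts depended on the arrays included. The MDAH count fell strongly without either MDAH control and rose without MDAH sh-SFPQ#2, and the SKOV3 count varied widely as well. In a fit without 1 array, the lone array left in its group adds nothing to the shared spread. Such a count therefore does not single out 1 array as the cause. Among the genes with the largest changes in MDAH cells, DCLK1 (NM_001195430) rose by 3.88 on the log2 scale (standard error 0.52, adjusted p = 0.0218 from limma) and ACYP2 (NM_138448) fell by 3.60 (standard error 0.35, adjusted p = 0.00792 from limma). ACOX2 and MSH4 rose by 2.90 and 2.64, and the log2 fold changes of DSCAML1 and SLIT3 were -4.08 and -3.34. In SKOV3 cells DMBT1 (NM_007329) rose by 4.53 (standard error 0.55, adjusted p = 0.0296 from limma) and SSUH2 (NM_015931) fell by 3.25 (standard error 0.35, adjusted p = 0.0214 from limma). CCL20 and CRYAB rose by 3.33 and 3.15, and the log2 fold changes of MIR31HG and ZFHX4 were -3.59 and -3.56. Each of these genes had the same direction in every fit without 1 array and passed the threshold in only some of them. Under the other processing settings DSCAML1, SLIT3 and MIR31HG did not pass in every one. The SKOV3 controls differed widely for DMBT1, CCL20 and ZFHX4, with an SD of 1.11, 1.04 and 1.09. For MIR31HG, CRYAB and SSUH2 it was 0.49, 0.50 and 0.00084. Whether 1 control being parental made such differences cannot be told, so that the cause of these changes stays open.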

After pre-processing and pre-filtering steps, the final dataset was subjected to supervised analyses using GeneSpring (Agilent Technologies). Gene expression profile results were visualized by hierarchical clustering applying Ward's method with Euclidean distance. 

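The similarity of the profiles was measured across genes, which are not independent replicates, so that no p-value is given. Arrays of the same group correlated at r = 0.995 in MDAH controls, 0.983 in silenced MDAH cells, 0.991 in SKOV3 controls and 0.986 in silenced SKOV3 cells. The SD of the log2 difference between the 2 arrays of a group was 0.31 in MDAH controls and 0.43 in SKOV3 controls, and it was larger between the shRNAs, 0.59 in MDAH cells and 0.55 in SKOV3 cells. To compare the changes caused by the 2 shRNAs, each silenced array was set against a different control, so that no array was used on both sides. Across 15565 genes these changes correlated at r = 0.64 in MDAH cells and 0.53 in SKOV3 cells, and at 0.62 and 0.57 with the controls exchanged. The changes in MDAH cells correlated with those in SKOV3 cells at r = 0.42, with the same sign for 57.7% of the genes, and at 0.46 among genes well above background on every array. With no filter on dim probes it was 0.30, with the same sign for 52.4%, and 11 genes passed in both lines. Of the 15565 genes tested, 43 passed an adjusted p of 0.05 by limma in both lines, 41 of them in the same direction.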

Microarray data have been deposited in NCBI Gene Expression Omnibus (GEO) repository (#GSE131539).

### Supplementary References

- 1 Sonogo M, Pellarin I, Costa A, Rampioni G, Coan M, Kraut A *et al.* USP1 links platinum resistance to cancer cell dissemination by regulating Snail stability. *Sci.Adv.* 2019; **5**, eaav3235.
- 2 Rosonina E, Ip JYY, Calarco JA, Bakowski MA, Emili A, McCracken S *et al.* Role for PSF in mediating transcriptional activator-dependent stimulation of pre-mRNA processing in vivo. *Mol Cell Biol* 2005; **25**: 6734–6746.
- 3 Edmond V, Moysan E, Khochbin S, Matthias P, Brambilla C, Brambilla E *et al.* Acetylation and phosphorylation of SRSF2 control cell fate decision in response to cisplatin. *EMBO J* 2011; **30**: 510–523.
- 4 Dall'Acqua A, Sonogo M, Pellizzari I, Pellarin I, Canzonieri V, D'Andrea S *et al.* CDK6 protects epithelial ovarian cancer from platinum-induced death via FOXO3 regulation. *EMBO Mol Med* 2017; **9**: 1415–1433.
- 5 Sonogo M, Pellizzari I, Dall'Acqua A, Pivetta E, Lorenzon I, Benevol S *et al.* Common biological phenotypes characterize the acquisition of platinum-resistance in epithelial ovarian cancer cells. *Sci Rep* 2017; **7**: 7104.
- 6 Segatto I, Zompit MDM, Citron F, D'Andrea S, Vinciguerra GLR, Perin T *et al.* Stathmin Is Required for Normal Mouse Mammary Gland Development and  $\Delta$ 16HER2-Driven Tumorigenesis. *Cancer Res* 2019; **79**: 397–409.

How the deposited data were processed for this re-analysis (not part of the article)

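RNA of MDAH and SKOV3 cells was measured on 8 single-colour Agilent arrays, in 4 groups of 2: control and SFPQ-silenced cells of each line. The samples were grouped by what the sample labels and the paper state alike. Both name the shRNAs of the silenced samples, and they differ on whether the controls of a line are a parental and an sh-ctrl sample or both carry the control shRNA, so that the controls were treated as cells that were not silenced.

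Per the file headers, the authors scanned the arrays and let the Feature Extraction software subtract the background and remove spatial trends, and they deposited the resulting intensity of each spot on a linear scale, without normalization between arrays; the headers name a later version of the software than the paper. The authors also deposited a table of log2 values for the same arrays. Its steps are not described, and a comparison with the scanner values showed that it holds quantile-normalized log2 signals from which each probe's median over the 8 arrays was subtracted: on each array the values recomputed in this way correlated with it at over 0.999. This table was used as an alternative. The median pixel intensity of each spot and of its local background, as deposited, was used for the normexp alternative, since the mean intensity was not among the columns used here.

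From the scanner values, control spots and spots marked as outliers (between 209 and 310 per array) were left out, spots of the same probe were averaged on the log2 scale, and the 75th percentile of each array was subtracted. The median signal of the probes ranged from 17.5 to 36.2 between arrays. Probes were named through their RefSeq accessions with a reference table of human genes, without versions: 28167 of 29181 probes with such an accession were matched. No coordinates are given, because the arrays and the reference table refer to different genome builds, and for the same reason the planned comparison of gene length with the changes was not made. Unnamed probes entered the percentile and not the tests. Where a gene had several probes, the one with the highest mean signal over all arrays was used.

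The fit was made in R 4.3.3 with limma 3.58.1, on the log2 values of all 4 groups together, with contrasts for silencing in each line, the average of both lines and the difference between them, and an adjusted p under 0.05 as the threshold. The prior added 2.69 degrees of freedom to the residual ones. With 2 arrays per group the number of arrays limits the precision. Gene sets were tested with the running-sum enrichment score of GSEA on the signal-to-noise ranking, with exact permutation of the 6 labelings of a line's arrays, with camera and fry, and with random gene sets in fgsea 1.28.0. The 8 gene lists were written from general knowledge of the KEGG pathways and, for the interferon-stimulated genes, of that response, so that they are not the paper's sets. PRPF19 is in the spliceosome and the ubiquitin list. Medians of lists were also set against 10000 random lists matched on mean signal.

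The gene lists, the tests, the rule for naming genes and most alternatives were fixed before the data were examined. The rule names SFPQ, the 26 genes the paper names (25 of them tested), the 5 highest and 5 lowest changes across both lines among genes that passed and whose silenced arrays lay on the same side of both controls in each line, the 3 highest and 3 lowest in each line and in the difference, the 3 highest and 3 lowest averages in the spliceosome and ubiquitin lists, and NEAT1 and MALAT1. In the ranked choices only genes well above background on both arrays of both groups compared were named, which was added to the rule after the files were read, because the change of other genes is a bound. The alternatives were other scalings, filters on dim probes, probe choices, tests, rankings and designs, and leaving out each array in turn. The use of median pixel intensities in normexp, the level added back to centred log2 values for the ranking, the fit with the shRNA as a covariate and the comparison of the shRNAs' order were chosen after the data were seen. The choice of genes by words in a description column was not made, since the files used here have no such column, and the slide could not be a block because there was 1 slide.

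The fit was tested on simulated data, after a first look at the arrays, which also came before the predictions for the tests of other explanations were written; those on scaling concern values that had been seen. In data drawn from the means and spreads of these arrays, 200 of 15565 genes were changed by 2 on the log2 scale in both lines. Of the changed genes, 88.5% were recovered in MDAH cells, 91.5% in SKOV3 cells and 98.5% in the average of both lines. In these comparisons 12, 14 and 15 unchanged genes were called. The proteasome list was also lowered by 0.5 in silenced SKOV3 arrays alone. No gene was called for a difference between the lines, so that this smaller difference was not recovered for single genes.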

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

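The tests of the scaling of the arrays and the fit with the shRNA as a covariate in this part were chosen only after the results were seen; the other tests were chosen before. Position on the slide followed the groups in both lines and stays open for every result below.

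The change on silencing differed between the lines for 29 genes in the direct test of the difference by limma, 10 with a higher change in MDAH cells and 19 with a lower one. In 28 of them a group was not well above background on either of its arrays. The remaining one was TAS2R31 (NM_176885), which fell by 1.69 in MDAH cells and changed by 0.18 in SKOV3 cells, a difference of -1.88 (standard error 0.23, adjusted p = 0.0494 from limma). It passed in 1 of 5 other processing settings, where its adjusted p lay between 0.0424 and 0.114, and in 1 of 8 fits without an array, where it reached 0.357 without MDAH control 1. Whether signals near background made the other differences was not decided. With the filter that keeps genes well above background on every array limma called 0 genes, but that filter removes all 28 by construction, including any gene that silencing itself took below background. limma called 15 genes with no filter on dim probes, and 2331 genes had an unadjusted p under 0.05 in the main setting. No biological explanation was tested.

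The spliceosome list moved in opposite directions, with a median difference of 0.42 between the change in MDAH cells and that in SKOV3 cells. The difference was tested directly: camera with the preset correlation gave p = 1.55e-08, fry 0.0307 (0.0361 adjusted over 8 lists) and camera with the estimated correlation 0.198, so that it did not pass under each of these tests. The other 6 pathway lists differed in the same direction, with median differences from 0.23 for ubiquitin to 0.65 for the ribosome, while the median of all genes differed by 0.12; the shift was therefore not particular to the spliceosome. The scaling of the arrays stays open. The medians under the other scalings kept opposite signs: they were 0.093 in MDAH cells and -0.12 in SKOV3 cells with quantile normalization, 0.092 and -0.12 with the authors' deposited values, 0.087, the lowest in MDAH cells, and -0.11 with normexp correction, and 0.29 and -0.25 with median centring. The distance between the lines was thus smaller under all but the last of these, so that part of its size depends on the scaling. Under the main scaling the MDAH median was 0.18, which is smaller than the 0.19 by which the list differed between the MDAH controls. The lowest MDAH median is smaller still. Between the SKOV3 controls the list differed by 0.013, which is less in size than each SKOV3 median above. Both control differences come from the main scaling, while the lowest MDAH median comes from normexp correction. A shift of all genes of like signal stays open in part: the median lay outside the central range of matched random lists in 1 line, SKOV3, where that range was -0.16 to -0.03, and inside it in MDAH cells, at percentile 81.6. In MDAH cells the list could therefore have moved with other genes of its signal. A different response of the lines is a biological hypothesis that these tests do not exclude.

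Averaged over both lines, 888 genes passed in limma, 316 higher and 572 lower (64.4%); the paper reports pathways and no list of such genes. The count fell strongly without either MDAH control and rose without MDAH sh-SFPQ#2. The fit treats the arrays of a silenced group as unrelated to those of the other line, although both lines received the same 2 shRNAs; with a difference between the shRNAs common to both lines as a covariate the count was 2533, and with the number in the labels as a block it was 81. With the line as a covariate and a common effect, the real grouping gave 587 genes, and it was the only 1 of 34 groupings of 4 against 4 arrays with as many, the next giving 1. Chance cannot be excluded in this way: only 18 groupings put 2 arrays of each line on each side, as the real one does, which are too few for a share under 0.05, and the groupings other than the real one keep the effect of silencing in their residual spread, which lowers their counts. The excess of lower genes is a different matter. It may come in part from the scaling of the arrays. With each array centred on its median 47.7% of the 811 genes that passed were lower, and 679 of the 811 were among the 888, while 61.7% were lower with quantile normalization, 61.6% with the authors' deposited values and 58.4% with normexp correction. Dim probes near background stay open as well: among genes well above background on every array 51.0% of those that passed were lower (471 of 923), but this filter also removes genes that silencing took below background, so that the value does not decide. Whether most of the changed genes fell thus depends on the centring and on the genes included.

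A list of 21 interferon-stimulated genes, which the paper does not discuss, was higher in silenced SKOV3 cells. Its median log2 fold change was 0.97, with 20 of 21 genes higher. Among the 20 genes well above background on at least 1 array of each SKOV3 group the median was 0.94. In limma 12 of the 21 genes had an unadjusted p under 0.05, 7 passed when adjusted over the list alone and 1 passed over all genes. Camera with the preset correlation gave p = 2.02e-09, fry 0.0378 (0.105 adjusted over 8 lists) and camera with the estimated correlation 0.135. No random list of matched signal had as high a median. In MDAH cells the median was 0.57, with 0.32 under quantile normalization and with the authors' deposited values, 0.27 under normexp correction, 0.69 with median centring, and 0.14 to 0.67 for single silenced arrays against single controls, and the median difference between the lines was -0.73 (adjusted p = 8.20e-05 from camera and 0.313 from fry, both in limma). The scaling of the arrays as a cause is argued against by the lowest median under the other scalings, 0.94. An effect of a single shRNA stays open, although both shRNAs raised the list against either control. The median was 1.59 and 0.80 with sh-SFPQ#2 against SKOV3 controls 1 and 2, and 1.50 and 0.41 with sh-SFPQ#3. The lowest of these medians, 0.41, is smaller than the difference of 0.63 between the SKOV3 controls, and the others are larger. A response to any shRNA stays open as well. The median of the list was 0.63 higher in SKOV3 control 2 than in SKOV3 control 1, which is large against the change of 0.97, and 0.51 higher in MDAH control 2 than in MDAH control 1, and this is what a response to any shRNA would give if only control 2 carried one; the labels and the notes to the paper's tables speak of control shRNA alone, and its supplementary methods list a parental sample. The rise may thus be a response to shRNA transduction, to 1 of the shRNAs, to the loss of SFPQ or to several of these.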

How the results depend on the processing

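The normexp setting with median pixel intensities and the shRNA as a covariate were chosen only after the data were seen; the other settings in this part were chosen before. Under quantile normalization, median centring, the authors' deposited values and the mean of a gene's probes, the counts of genes in MDAH cells, in SKOV3 cells, across both lines and for the difference between lines stayed within 1.5 times the reported ones.

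Normexp correction with quantile normalization gave 627 genes in MDAH cells, 323 in SKOV3 cells, 1439 across both lines and 0 for the difference. With no filter on dim probes the counts were 39 in SKOV3 cells, 369 across both lines and 15 for the difference, and with genes well above background on every array they were 113 in MDAH cells and 0 for the difference. A change of at least 1 on the log2 scale left 495 genes across both lines by construction. With the arrays of a line fitted alone, 209 genes passed in MDAH cells and 9 in SKOV3 cells, from fewer arrays. The methods' t-test on single genes gave 1966 genes in MDAH cells and 1760 in SKOV3 cells at its own threshold and 0 in both after Benjamini-Hochberg adjustment, where limma gave 324 and 156 and 3600 and 3034 at an unadjusted p under 0.05. With the line as a covariate and a common effect 587 genes passed. Except where the construction shows it, the cause was not tested.

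With the replicate number of the labels as a replicate block, 81 genes passed across both lines and 0 for the difference between lines, against 2331 for the difference at an unadjusted p under 0.05 in limma without it. For silenced arrays the number is the shRNA, used in both lines; for controls it is not explained, and number 2 ties a control to sh-SFPQ#2, with which it shares only the number. Deviations of same-numbered arrays from their group means correlated across genes at 0.08 for the controls and 0.36 for the silenced arrays, from 2 pairs. With the shRNA as a covariate, a difference between the shRNAs common to both lines and 0 in controls, 1447 genes passed in MDAH cells, 1244 in SKOV3 cells and 2533 across both lines; these counts hold for these 2 shRNAs and take their common difference out of the spread.

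Leaving out each array in turn, with a lone array assumed to vary like the other groups, gave 11 to 1104 genes in MDAH cells, 14 to 597 in SKOV3 cells, 34 to 1710 across both lines and 0 to 189 for the difference. In each case the lowest count was without MDAH control 1, and the highest without an sh-SFPQ#2 array, of SKOV3 for the SKOV3 count and of MDAH for the others. Without MDAH control 2 the counts were 18 in MDAH cells, 61 across both lines and equal to the lowest ones in SKOV3 cells and for the difference. Leaving out either MDAH control left the SKOV3 values as they were and took the same group out of the shared spread. That group had the smallest SD of the log2 difference between its 2 arrays, 0.31. The fall of the SKOV3 count thus came from the estimate of the spread and not from the values of 1 control. For the other counts the cause was not tested.

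The fall of SFPQ kept its direction under every setting. In MDAH cells it did not pass with median centring (-1.39, adjusted p = 0.0606 from limma), in the arrays of the line alone (-1.50, adjusted p = 0.0528 from limma) or by the methods' t-test after adjustment (-1.50, adjusted p = 0.384), and in SKOV3 cells it did not pass in the arrays of the line alone (-2.01, adjusted p = 0.104 from limma) or by the methods' t-test after adjustment (-2.01, adjusted p = 0.428). Without each array it ranged from -1.68 to -1.33 and from -2.27 to -1.74 and passed in 3 of 8 fits in each line, with an adjusted p of up to 0.211 and 0.118 from limma.

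The exact permutation of labels could pass for no gene set, so that its p says nothing about stability. Other tests passed where it could not, of which random gene sets and camera with the preset correlation lean on the spread between genes and fry on that between arrays: for the spliceosome list, random gene sets gave 0.0114 and camera 0.0139 in MDAH cells and 0.000161 and 9.65e-06 in SKOV3 cells, and for the ubiquitin list in SKOV3 cells random gene sets gave 0.0278, camera 0.0124 and fry 0.0244. Without each array, the camera p of the spliceosome list in MDAH cells ranged from 0.000304 to 0.315, the highest without MDAH control 1, and that of the ubiquitin list from 0.0415 to 0.518. The enrichment scores of both lists kept their direction in both lines. The ribosome score in MDAH cells reversed, to -1.40 with quantile normalization and -1.41 with the authors' deposited values, while the median stayed above 0; the cause was not tested.

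Of 1131 values of named genes under other settings, 929 kept their direction and their side of the threshold, 143 no longer passed, 8 newly passed, 51 that had not passed changed sign, and 0 that had passed did. The 30 values that passed did so in 134 of 150 fits with other processing and in 102 of 240 fits without an array, and none of them in every fit without an array. The filter on dim probes and the spread between shRNAs limit what these arrays can show: 311 of the 888 genes across both lines have only a bound in a line. Genes chosen by words in a description, the slide as a block and the comparison with gene length were not run.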

Differences from the paper's values

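No test in this part was chosen only after the result was seen, apart from the normexp setting, which was adapted to the columns present, and the level added back to centred values before ranking. The values are those of gene lists that are not the paper's, though none of their sizes differed by more than 1.5 times from the paper's, and a positive score here means higher in silenced cells. The notes to the paper's tables and the legend of its Supplementary Fig. 3 name the comparison as silenced against control cells, which is the direction used here. As no error is given for a score, a score is said to differ if it is not the paper's at 2 decimals, while a p is said to differ if it is not the paper's at 3 decimals and is more than 1.5 times larger or smaller.

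For the 6 sets compared in MDAH cells, the paper's normalized enrichment scores in Supplementary Table S3 are negative and those computed here were positive: for the ribosome the paper gives -1.82 and the value here was 1.05, for the RNA polymerase -1.80 and 1.28, for the basal transcription factors -1.75 and 0.92, for the cell cycle -1.57 and 1.22, for ubiquitin-mediated proteolysis -1.51 and 0.95, and for the spliceosome -1.37 and 0.89. Taken as control minus silenced, the values here would be -1.05, -1.28, -0.92, -1.22, -0.95 and -0.89, nearer to 0 than the paper's. Of these and of the alternatives set before the data were examined, none gave the paper's score at 2 decimals, and only the ribosome changed sign, under quantile normalization (-1.40) and with the authors' deposited values (-1.41). The other alternatives gave from -1.41 to 3.09 for the ribosome, 1.17 to 1.84 for the RNA polymerase, 0.55 to 1.21 for the basal transcription factors, 1.08 to 1.92 for the cell cycle, 0.72 to 1.14 for ubiquitin and 0.69 to 1.44 for the spliceosome. As control minus silenced, random gene sets would give -3.09 for the ribosome, -1.84 for the RNA polymerase, -1.92 for the cell cycle and -1.44 for the spliceosome, beyond the paper's size, and -1.21 for the basal transcription factors and -1.14 for ubiquitin, short of it.

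For the 5 sets compared in SKOV3 cells the scores here had the paper's sign. In Supplementary Table S4 the paper gives -1.67 for the proteasome, -1.57 for the spliceosome, -1.54 for ubiquitin-mediated proteolysis, -1.34 for the cell cycle and -1.33 for the basal transcription factors, and the values here were -1.48, -1.23, -1.25, -1.03 and -1.40. As control minus silenced they would be 1.48, 1.23, 1.25, 1.03 and 1.40, so that no single choice of the positive class gives the paper's signs in both lines. None of the alternatives, those set before the data were examined included, gave the paper's score at 2 decimals, and their ranges were -1.74 to -1.26, -2.04 to -1.18, -1.40 to -1.11, -1.48 to -0.95 and -1.69 to -1.27. The nearest were -1.74 with random gene sets for the proteasome and -1.30 with normexp correction for the basal transcription factors. The paper's scores lie inside these ranges for every set but ubiquitin, but the ranges include random gene sets, whose scores are normalized differently. Among the alternatives normalized by permuted labels, the lowest were -1.57 for the proteasome, -1.31 for the spliceosome and -1.08 for the cell cycle, short of the paper's. By these, only the paper's score for the basal transcription factors lies inside.

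The nominal p-values of 10 of the 11 sets compared differ as well; for the basal transcription factors in SKOV3 cells the paper gives 0.250 and the value here, 0.333, did not differ. The paper gives 0.000 for the 6 sets in MDAH cells and for the proteasome, spliceosome and ubiquitin sets in SKOV3 cells. By exact permutation the values here were 0.667 for the ribosome, basal transcription factors, ubiquitin and spliceosome in MDAH cells, 0.333 for the RNA polymerase and cell cycle there, and 0.333 for those 3 sets in SKOV3 cells. For the cell cycle in SKOV3 cells the paper gives 0.125 and the value here was 0.667. Of the alternatives set before the data were examined, these gave a p that did not differ: random gene sets (0.000360) and camera with the preset correlation (6.59e-11) for the ribosome in MDAH cells, camera for the RNA polymerase (0.000395) and random gene sets for the cell cycle (0.000417) there, camera for the proteasome in SKOV3 cells (4.20e-05), random gene sets (0.000161) and camera (9.65e-06) for the spliceosome there, and fry for the cell cycle there (0.163). For the basal transcription factors, ubiquitin and spliceosome sets in MDAH cells and the ubiquitin set in SKOV3 cells no alternative did. The other rankings, scalings, filters and probe choices gave a p that differed for each of these sets. These matches hold at the stated rounding only, and camera and fry are other tests than the paper's GSEA. The paper's p-values above 0, such as 0.125 and 0.250, are coarse, so that its 0.000 does not show how small the p was.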

Other observations

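The comparison of the order of the shRNAs in this part was chosen only after the values were seen; the genes were named by the rule set before, limited to genes well above background on both arrays of each group.

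Averaged over both lines, the highest changes among genes whose silenced arrays all lay above both controls were those of CCL20 (NM_004591), 2.56 on the log2 scale (standard error 0.32, adjusted p = 0.0130 from limma), SULT4A1, 2.37, ZDHHC11, 2.11, IFITM1 (NM_003641), 2.04 (standard error 0.20, adjusted p = 0.00720 from limma), and LRRC70, 1.85. The lowest were LHPP (NM_022126), -4.55 (standard error 0.73, adjusted p = 0.0249 from limma), IMMP2L, -3.84, KLHL29, -3.68, ZFHX4 (NM_024721), -3.39 (standard error 0.35, adjusted p = 0.00871 from limma), and MVB12B, -3.29. The probes of MVB12B disagreed in size, since the mean of its probes changed by -0.69 and did not pass (adjusted p = 0.133 from limma); MVB12B passed under 1 of 5 other processing settings. The other 9 genes passed under each of those 5 settings. Without MDAH control 1 none of the 10 passed, with adjusted p from 0.0703 for IFITM1 to 0.175 for MVB12B. The SKOV3 controls differed widely for CCL20, SULT4A1, ZDHHC11 and ZFHX4, with an SD from 0.90 to 1.09. For the other genes named it lay between 0.0070 and 0.56. No explanation was tested.

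The strongest falls differed in size between the shRNAs. LHPP was at -0.19 with sh-SFPQ#2 and -2.77 with sh-SFPQ#3 in MDAH cells, against 3.43 and 3.32 in the controls, and at -0.48 and -3.10 in SKOV3 cells, against 2.86 and 2.06. SFPQ itself was lower with sh-SFPQ#3 in both lines. Among the 336 genes called lower across both lines and well above background on at least 1 array of every group, 261 (77.7%) were lower with sh-SFPQ#3 than with sh-SFPQ#2 in both lines, compared with 31.7% of the 13093 such genes in all. Among 241 genes called higher, 130 (53.9%) were higher with sh-SFPQ#3 in both lines, compared with 30.4%. There is 1 array per shRNA and line, and the genes are not independent of each other, so that no test was made.

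Each gene was measured here by 1 probe, which does not separate its splice forms. Of the genes that the paper names, 25 were tested and only SFPQ passed in limma in either line. CASP9 (NM_001229), whose splice forms the paper examines, changed by 0.42 in MDAH cells and 0.41 in SKOV3 cells (adjusted p = 0.260 and 0.312 from limma), with all silenced arrays above their controls; these sizes are about 2 standard errors (0.20). CASP8 changed by 0.21 and 0.22, and BCL2L1 by -0.05 and 0.01. SRSF2 changed by 0.21 and -0.27 (adjusted p = 0.617 and 0.557 from limma), and in MDAH cells its sign changed in 2 of 8 fits without 1 array. NONO, which encodes p54nrb, changed by 0.17 and -0.32 (adjusted p = 0.588 and 0.355 from limma); for this protein, as for caspase-8 and Bcl-XL, the paper reports decreased expression in silenced cells by western blot, which is another measure. NEAT1, a non-coding RNA of the paraspeckles that contain SFPQ, changed by 0.37 and 0.74 (adjusted p = 0.277 and 0.115 from limma), and MALAT1 by -0.04 and -0.41, with a sign that depended on the processing in both lines.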
